# Transcriptomic profiling of the yeast *Komagataella phaffii* in response to environmental alkalinization

**DOI:** 10.1186/s12934-023-02074-6

**Published:** 2023-04-04

**Authors:** Marcel Albacar, Abdelghani Zekhnini, Jorge Pérez-Valle, José L. Martínez, Antonio Casamayor, Joaquín Ariño

**Keywords:** Stress response, Oxidative stress, Promoter regulation, Protein production

## Abstract

**Background:**

Adaptation to alkalinization of the medium in fungi involves an extensive remodeling of gene expression. *Komagataella phaffii* is an ascomycetous yeast that has become an organism widely used for heterologous protein expression. We explore here the transcriptional impact of moderate alkalinization in this yeast, in search of suitable novel promoters able to drive transcription in response to the pH signal.

**Results:**

In spite of a minor effect on growth, shifting the cultures from pH 5.5 to 8.0 or 8.2 provokes significant changes in the mRNA levels of over 700 genes. Functional categories such as arginine and methionine biosynthesis, non-reductive iron uptake and phosphate metabolism are enriched in induced genes, whereas many genes encoding iron-sulfur proteins or members of the respirasome were repressed. We also show that alkalinization is accompanied by oxidative stress and we propose this circumstance as a common trigger of a subset of the observed changes. *PHO89*, encoding a Na^+^/Pi cotransporter, appears among the most potently induced genes by high pH. We demonstrate that this response is mainly based on two calcineurin-dependent response elements located in its promoter, thus indicating that alkalinization triggers a calcium-mediated signal in *K. phaffii*.

**Conclusions:**

This work defines in *K. phaffii* a subset of genes and diverse cellular pathways that are altered in response to moderate alkalinization of the medium, thus setting the basis for developing novel pH-controlled systems for heterologous protein expression in this fungus.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12934-023-02074-6.

## Background

Adaptation to changes in the pH of the environment is critical for survival of yeast cells. The mechanisms underlying such adaptation are largely mediated by remodeling of the transcriptional response and have been investigated with substantial detail in fungi such as *Saccharomyces cerevisiae*, *Candida albicans*, and *Aspergillus nidulans* [1–4]. Because adaptation to niches with diverse pHs appears critical for fungal pathogenesis, pH signaling mechanisms have been proposed as possible antifungal targets [5]. Major signaling pathways responsible for this response include the conserved PacC/Rim101 pathway, the calcineurin phosphatase pathway, mediated by the transcription factors Crz1/CrzA, or the protein kinase A (PKA) pathway.

The PacC/Rim101 pathway is remarkably conserved among fungi and is based in a signaling pathway (named the Pal pathway in filamentous fungi, and the Rim pathway in yeast-like fungi) that is triggered by the activation of a 7-transmembrane domain receptor that, ultimately, leads to the proteolytic processing and activation of the transcription factor PacC (Rim101 in *S. cerevisiae*). In *S. cerevisiae*, most of the effects of Rim101 activation are due to the repression of the expression of Nrg1, which in turn acts as a transcriptional repressor [6]. The calcineurin pathway is activated by an increase in intracellular calcium triggered by extracellular alkalinization [7, 8] and results in activation of the protein phosphatase calcineurin. Then, this enzyme dephosphorylates the transcription factor Crz1 and promotes its transit to the nucleus, where it activates a substantial number of genes [7, 9]. The relevance of the PKA pathway in the adaptation to high pH has been also demonstrated, although its role seems to be species dependent. Thus, in *S. cerevisiae*, activation of PKA associates with decreased alkaline tolerance [10], whereas in the human pathogen *Cryptococcus neoformans* is involved in increasing tolerance to high pH [11]. Additional pathways have been identified in *S. cerevisiae* to be activated upon alkalinization, such as the *PHO* regulon that responds to phosphate scarcity [12], the cell wall integrity Slt2/Rml1 pathway [13] or the Snf1 pathway [14]. It is worth noting that in *S. cerevisiae* there are examples (such as *ENA1* or *PHO89*) of promoters containing diverse structural elements that allow the integration of signals mediated by various independent pathways to allow coordinated and timely transcription [15, 16].

*Komagataella phaffii* (formerly called *Pichia pastoris*) is an ascomycetous yeast characterized by an obligatory aerobic metabolism and the ability to use methanol as sole carbon and energy source. This yeast has become an organism extensively used for heterologous protein expression. This popularity derives from a number of advantages, such as the ability to grow at high cellular densities, efficient mechanisms for secretion of produced proteins to the medium, low level of secreted endogenous proteins (which facilitates purification of heterologous secreted products), and a more suitable pattern of glycosylation of secreted proteins [17, 18]. Heterologous protein expression in this organism is very often driven from the powerful *AOX1* promoter, required for methanol utilization [19]. This is a strongly controlled and very potent promoter, but the toxic and flammable nature of methanol causes safety concerns and is considered a limitation in the process. This has led to the search of novel promoters and induction systems that could be considered an alternative [20, 21]. More recently, *K. phaffii* has been proposed as an emerging model organism in biological research, particularly suitable for the investigation of methanol assimilation, mechanism of protein secretion, peroxisome biogenesis and pexophagy, or the machinery for maintenance of cell wall integrity [22].

Despite the relevance of this organism, the knowledge about the mechanisms activated in response to stress are, in comparison with other yeast such as *S. cerevisiae* or *S. pombe*, relatively scarce. This is a significant limitation, since there are growing evidence that activation of stress responses positively influences the expression of recombinant proteins [23, 24]. In particular, the adaptive mechanisms allowing survival when pH in the environment becomes moderately alkaline have not been examined. In this work, we investigate the changes in the transcriptional landscape of *K. phaffii* occurring in response to sudden alkalinization of the medium. We present evidence that this situation triggers a widespread remodeling of gene expression through mechanisms that likely include the activation of calcineurin signaling. This knowledge constitutes a key step that will guide further research to devise novel promoters able to respond to a very simple and inexpensive stimulus.

## Results

### Alkalinization alters mRNA levels for hundreds of genes in *K. phaffii*

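RNA was sequenced from 26 libraries of *K. phaffii* X-33 grown at 28 °C in YP medium with 20 g/L of glycerol or glucose. The libraries make 3 courses of 4 times (0, 15, 30 and 60 min): glycerol moved to pH 8.0, glycerol moved to pH 8.2, and glucose moved to pH 8.0. Each of the 12 groups holds 2 cultures, which the paper calls biological replicas, except glycerol at pH 8.0 for 15 min, which holds 4. The aliquot for time zero was resuspended at pH 5.5 and sampled at once, and the stressed aliquot was resuspended at the alkaline pH, both in fresh medium with 50 mM TAPS. No culture kept at pH 5.5 was sampled at 15, 30 or 60 min, so every change from time zero also holds handling, fresh medium and elapsed time. Each course has its own libraries at time zero, which served here as the control of that course alone. Library codes of the glycerol course to pH 8.0 begin with a, and those of the other courses with S. A difference between these sets of libraries that time zero does not take out cannot be told apart from an effect of pH 8.2 or glucose. The fold changes in the authors' table lie nearer to a baseline of all 4 glycerol libraries of time zero (SD of the difference 0.087 to 0.128 on the log2 scale on glycerol) than to one of the course's own 2 (0.182 to 0.201). By the paper's methods each stressed culture was sampled at 15, 30 and 60 min, so libraries of different times are not all independent. The authors mapped single reads of non-directional poly-A libraries with Bowtie2 to the genome of strain GS115, and SeqMonk gave RPKM (reads per kilobase of gene, scaled to library size) for 5040 genes. Because the libraries do not keep the strand, reads in the overlaps of 150 gene models cannot be told apart.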

*K. phaffii* X33 cells exponentially growing on glycerol were shifted from medium at pH ∼5.5 to pH 8.0 or 8.2, whereas similar cultures growing on glucose were shifted to pH 8.0. 

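The RPKM values of nearly every gene are whole multiples of 1 read (at least 99.82% of values in each library), which gives the reads behind each library. They were 16.3 to 20.4 M reads (M = 1e6), with medians of 17.7 M on glycerol to pH 8.0, 19.0 M to pH 8.2 and 19.2 M on glucose. The paper states an average of 22.8 M reads; the RPKM values rest on the recovered numbers. Spread between replicate cultures was above counting error, most for abundant genes: mean chi-square per gene between replicates, 1 under counting error alone, ran from 5.21 to 109.73, and from 1.51 to 3.26 for genes under 5 RPKM. Changes were tested with limma 3.58.1 on log2(RPKM + 1) in 1 model of the 12 group means, with 14 residual degrees of freedom, over the 5034 genes with RPKM of at least 1 in at least 2 libraries. Each stressed group was compared with time zero of its own course, and p-values were adjusted by Benjamini and Hochberg within each comparison. A gene counts as changed 2-fold when the adjusted p is below 0.05, the unadjusted p below 0.01 and the log2 fold change at least 1 in size, following the paper's thresholds. Log2 fold changes on this scale understate the change of genes with low RPKM. In simulated data with independent noise in each library, 200 genes were changed by 1.5-, 2- or 4-fold in a single group. Of those changed 2-fold, limma found 97.5% at an adjusted p below 0.05 in glycerol at pH 8.0 after 15 min. At pH 8.2 after 60 min it found 95.6%. With the size threshold added, 49.5 and 48.4% of the genes changed exactly 2-fold were called. Real libraries share cultures, so these rates may not hold for them. A named gene said to rise or fall passed an adjusted p of 0.05 in limma in that comparison, and each of its stressed libraries lies beyond each library at time zero. Counts of rising or falling genes over all genes do not require this position of the libraries.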

Samples were taken just before the pH shift and after 15-, 30- and 60-min. 

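Before stress, cells on glucose had higher RPKM of the glycolytic genes *GPM1* (C4R5P4), *PGK1*, *GLK1*, *TPI1*, *ENO1* and *PFK1* than cells on glycerol, with log2 differences from 1.43 (SE 0.14, adjusted p = 1.8e-06) for the first to 1.09 (SE 0.09, adjusted p = 2.9e-07) for the last. *PGK1* differed by 1.26, *GLK1* by 1.19, *TPI1* by 1.16 and *ENO1* by 1.12. *ADH3* was higher too, by 1.6, and *PDC1* by 0.93. In the other direction, *PCK1* of gluconeogenesis and *GUT1* of glycerol use were lower on glucose, at -2.0 (adjusted p = 2.2e-05) and -1.45 (adjusted p = 3e-05). The lactate permease gene *JEN1* was lower as well, at -1.64 (SE 0.4, adjusted p = 0.00661). The largest differences of all genes were in *TMA10* (3.09), *RGI2* (2.78) and *AQR1* (2.46), all higher on glucose. The glucose libraries at time zero were compared with the mean of both glycerol groups at time zero: 47 genes were at least 2-fold higher and 16 at least 2-fold lower. Of the 11 genes on the keyword list of glycolysis and gluconeogenesis, which does not hold *PCK1*, 9 were higher at the adjusted p and 0 lower (median 1.09). Keyword lists draw on gene descriptions, which cover only the 772 genes that the authors called changed in these samples. Replicate 2 of glucose at time zero decides part of the lower set: without it 8 genes are 2-fold lower, and *JEN1* stands at -1.34 (adjusted p = 0.13), while *PCK1*, *GUT1* and the glycolytic genes hold.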

RNA-seq analysis showed the expected differential profile, in the absence of stress, between cells grown on glucose compared to those grown on glycerol, namely increased expression of glycolytic genes, and repression of those relevant in gluconeogenesis and glycerol utilization (Additional File 1, Supp. Figure 1). When the impact of alkalinization was examined, we found 772 genes with a change in mRNA levels of at least 2-fold (log_2_ > = 1 or <= -1, with a *p*-value < 0.01) for at least one time or condition (Additional File 2). Of these, 430 were induced and 378 repressed (36 genes were induced under some circumstances and repressed in others). 

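The largest rises were in a hypothetical protein gene, C4R7M8 (log2 fold change 7.69 [SE 0.39, adjusted p = 1.2e-11] at pH 8.2 after 60 min), and in the phosphate cotransporter gene *PHO89*. The zinc transporter gene *ZRT1* (6.23) and the stress gene *HSP12* (5.95) peaked at pH 8.2 after 30 min, and the siderophore transporter gene *ARN1-3* (C4R573, 5.33) after 60 min. The largest falls were in a *PHO84* gene (C4R3N5, -6.41) and the nitrogen regulator *GLN3* (-4.81) at pH 8.2 after 30 min. The glutamate dehydrogenase gene *GDH3* (-5.93 at pH 8.2) and the chaperone gene *SSA4* (-4.19 on glucose) were lowest after 15 min. Over the 9 comparisons, 763 genes changed at least 2-fold in at least 1, against 772 in the authors' table. The sets share 693 genes: 70 genes called here are not in the table, and 79 genes of the table are not called here. For rises in glycerol at pH 8.0 after 15 min, the authors call 180 genes, the limma fit calls 158, and 148 are common; at pH 8.2 after 60 min the numbers are 247, 287 and 231.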

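Genes that rose at least 2-fold in all 9 comparisons number 37, among them *PHO89*, *PHO4*, *VTC1*, *GAS1*, *CPA1*, *THI73*, *THI7*, *PET18*, *ZRT1* and *HSP12*. Genes that fell in all 9 number 23, among them *PHO84* (C4R3N5), *GDH3*, *GLK1* and the phosphofructokinase subunit gene C4R7H4. Genes that did both include *KAR2*, whose product folds proteins in the endoplasmic reticulum: on glycerol at pH 8.0 its log2 fold change was -1.44 (SE 0.16, adjusted p = 7.7e-07) at 15 min and 1.21 (SE 0.19, adjusted p = 4.5e-05) at 60 min. In the limma fit, 463 genes rose in at least 1 comparison, 327 fell, and 27 did both, against 430, 378 and 36 in the paper. At any time, 175 genes rose and 108 fell in all 3 courses.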

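In glycerol cultures at pH 8.2, 287 genes had risen and 130 had fallen at least 2-fold by 60 min. C4QW76 (5.92 [SE 0.18, adjusted p = 4.2e-15]), C4R4P9 (5.72) and C4R5B0 (4.96) were among the largest rises, and *FLO11* (-3.21 [SE 0.72, adjusted p = 0.00092]) among the falls. At 60 min the counts were 217 up and 73 down in glycerol at pH 8.0 and 124 up and 111 down on glucose, so pH 8.2 had the most changes of the 3 courses. Already at 30 min, pH 8.2 had 222 up and 114 down, against 188 and 105 in glycerol at pH 8.0 and 158 and 135 on glucose. Over all times, 390 genes rose and 231 fell at pH 8.2. Scaling the libraries by median ratios moves the median change of all genes at pH 8.2 after 60 min from 0.13 to 0.01 and the share of rises among the changed genes from 68.8 to 58.7%. Tested gene by gene in limma, the difference between the changes at pH 8.2 and at pH 8.0 passes an adjusted p of 0.05 for 0 genes at each time in the main fit. At an unadjusted p below 0.05 there are 587, 371 and 712 genes at 15, 30 and 60 min. The 0 depends on the model: 40, 372 and 353 genes pass when all 4 glycerol libraries of time zero serve both courses, and 131, 3 and 30 with the replicate number as a block. With these 4 libraries the test also holds the difference between the courses before stress, where 505 genes are higher and 327 lower in the pH 8.2 course at the adjusted p. A block by series of library codes, chosen after seeing the data, gives 2, 2 and 23. Single libraries hold the 0 in place too: leaving out replicate 1 of pH 8.2 at the same time gives 42 genes at 15 min, 41 at 30 min and 298 at 60 min.

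**Figure D1:**
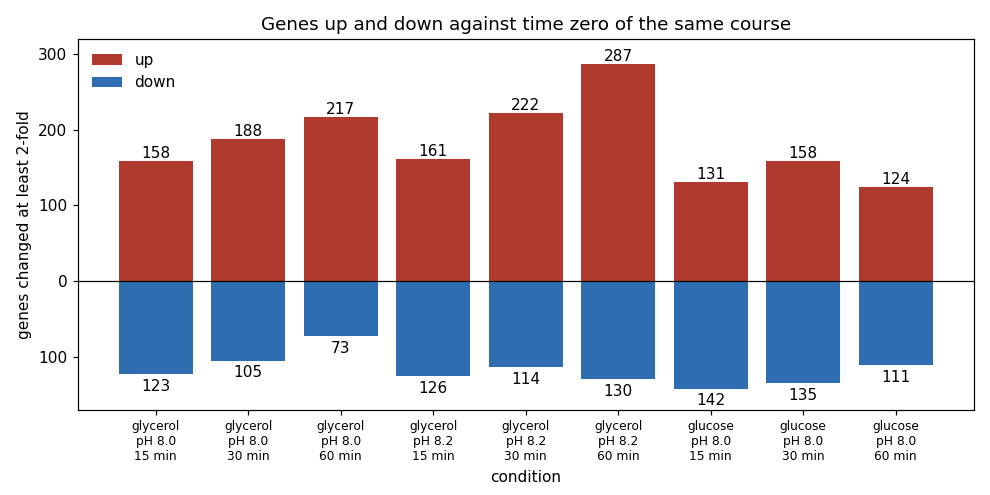
Genes changed at least 2-fold against time zero of the same course in each of the 9 comparisons (limma on log2(RPKM + 1), adjusted p below 0.05 and unadjusted p below 0.01). Red bars with counts, genes that rose; blue bars with counts, genes that fell. Each group holds 2 cultures, except glycerol at pH 8.0 after 15 min with 4.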

As shown in Fig. 1A, the highest number of changes was observed for cells grown on glycerol and shifted to pH 8.2. The number of affected genes in cells shifted to pH 8.0 was slightly higher for cells grown on glycerol than on glucose, mostly due to an excess of induced genes (302 vs. 237). 

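At pH 8.0, *TYE7* (4.56 [SE 0.13, adjusted p = 9.1e-16]) and *TIP1* (4.08) were among the largest rises on glycerol at 30 min, and C4R3Q7 (3.96 [SE 0.12, adjusted p = 7.7e-15]) and the ABC transporter gene C4QZC3 (3.64) among those on glucose. Over the 3 times, 313 genes rose and 169 fell on glycerol, and 232 rose and 204 fell on glucose, so the larger total on glycerol lies in the rises. Compared gene by gene, the change on glucose differed from that on glycerol for 302 genes at 15 min (105 higher and 197 lower on glucose), 65 at 30 min (11 and 54) and 297 at 60 min (144 and 153). With the replicate number as a block these counts are 574, 146 and 478. With series of library codes as blocks, chosen after seeing the data, they are 292, 145 and 487. *TMA10* had the largest difference between the carbon sources at each time, -3.51 (SE 0.6, adjusted p = 0.00234) at 15 min and -4.21 at 60 min. The mitochondrial carrier gene *PIC2* (-2.8) came next at 15 min and *RGI2* (-2.84) at 60 min. The largest differences toward glucose were in *YMR244W* at 15 min (1.63) and *NIT1* at 60 min (2.14 [SE 0.6, adjusted p = 0.0395]). The call of *NIT1* is lost without any library of its 4 groups except replicate 2 of glucose at 60 min; without replicate 1 of that group it is at 1.74 (adjusted p = 0.182). The counts depend on single libraries too: without replicate 2 of glucose at 15 min, 92 genes pass at 15 min. Without replicate 1 of glycerol at time zero, 25 pass at 30 min, and without replicate 2 of glucose at time zero, 88 pass at 60 min.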

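*PHO89*, *ARN1-3* (C4R573), *CPA1*, *THI73* and *MET17* rose at least 2-fold on both carbon sources, and *GLN3*, the ammonium permease gene *MEP1*, *HSP104* and *SDH2* fell on both. Of the 313 genes that rose on glycerol at pH 8.0 at any time, 182 also rose on glucose, or 58.1% (95% interval 52.6 to 63.5; 14.4 genes if the sets were independent). Of the 169 that fell, 126 also fell on glucose, or 74.6% (67.5 to 80.5, with 6.8 genes if the sets were independent). These intervals count genes as independent draws and leave out the spread between cultures. Opposite 2-fold calls at the same time were made for 2 genes, both at 60 min: *CTH1*, up on glycerol (1.05 [SE 0.31, adjusted p = 0.00989]) and down on glucose (-1.07 [SE 0.31, adjusted p = 0.012]), and *PIC2* (1.04 and -1.17). Both calls of *CTH1* are lost with 1 library of 60 min left out: without replicate 1 on glycerol the change is 0.94 (adjusted p = 0.0624), and without replicate 2 on glucose it is -0.91 (adjusted p = 0.099).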

About 61% of genes induced at pH 8.0 in cells grown on glycerol were also induced in cells grown on glucose, whereas for repressed genes the overlap was of 68%. 

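By 15 min *ZRT1* had risen by 4.43 (SE 0.11, adjusted p = 2.8e-16) on the log2 scale in glycerol at pH 8.0, the gti1-like gene C4R402 by 5.13, and *HSP12* by 4.42. *GDH3* had already reached its lowest level (-5.82 [SE 0.15, adjusted p = 3.2e-16]), and *GAT1* (-3.53), *MEP1* (-3.46) and *HSP104* (-3.48) had fallen with it. At least 2-fold changes at 15 min were found for 158 genes up and 123 down on glycerol at pH 8.0, 161 and 126 at pH 8.2, and 131 and 142 on glucose. At the adjusted p alone, 1057 genes were higher and 1369 lower on glycerol at pH 8.0, 813 and 1319 at pH 8.2, and 709 and 1027 on glucose.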

The transcriptional response was very fast, with over 170 genes up-regulated and nearly 150 genes down-regulated 15 min after shifting cells to alkaline pH (Fig. 1B). In fact, in cells grown on glycerol and shifted to pH 8.0, the value at 15 min was the peak of the time-course for about 35% of both up-regulated and down-regulated genes (Fig. 1C). In contrast, in cells shifted to pH 8.2, the peak was clearly delayed to 60 min, particularly for induced genes (56% of genes).

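*MXR1*, *MET32* and *GUT1* were highest at 15 min in glycerol at pH 8.0 and fell back after it, as in *MET32* from 2.21 (SE 0.23, adjusted p = 3e-07) at 15 min to 0.59 at 60 min, the last not past the adjusted p. Of the 313 genes that rose in this course, 70 had their largest change at 15 min (22.4%, 95% interval 18.1 to 27.3), 102 at 30 min (32.6%) and 141 at 60 min (45.0%, 39.6 to 50.6). Of the genes that fell, 83 of 169 were lowest at 15 min (49.1%, 41.7 to 56.6), 49 at 30 min (29.0%) and 37 at 60 min (21.9%), with *GDH3*, *GAT1* and *HSP82* lowest at 15 min. The intervals count genes as independent draws and leave out the spread between cultures. With median-ratio scaling the shares with the largest change at 15 min are 33.7% for rises and 39.3% for falls, both outside them.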

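At pH 8.2, *CTH1*, *SNZ1-3*, *THI13* and *KAR2* were highest at 60 min (2.96 [SE 0.31, adjusted p = 2.9e-07] for the first, then 2.48, 1.74 and 1.52). *SDH1*, *LEU1* and *ACO1* were lowest at that time. Of 390 genes that rose in this course, 59 peaked at 15 min (15.1%), 112 at 30 min (28.7%) and 219 at 60 min (56.2%, 95% interval 51.2 to 61.0). Of 231 that fell, 86 were lowest at 15 min (37.2%), 42 at 30 min (18.2%) and 103 at 60 min (44.6%, 38.3 to 51.0). Both intervals count genes as independent draws and leave out the spread between cultures, so they are too narrow for the cultures. On glycerol at pH 8.0 the shares at 60 min are 45.0% for rises and 21.9% for falls; 275 of the rising and 131 of the falling genes are the same in both courses, so a test for independent sets does not apply. With median-ratio scaling the shares at 60 min are 45.0% (rises) and 52.0% (falls) at pH 8.2 against 40.0 and 27.0% at pH 8.0, and with all 4 glycerol libraries of time zero the share for falls at pH 8.2 is 37.1%. From the position of these peaks, the paper states that the peak is delayed at pH 8.2.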

**Fig. 1:**
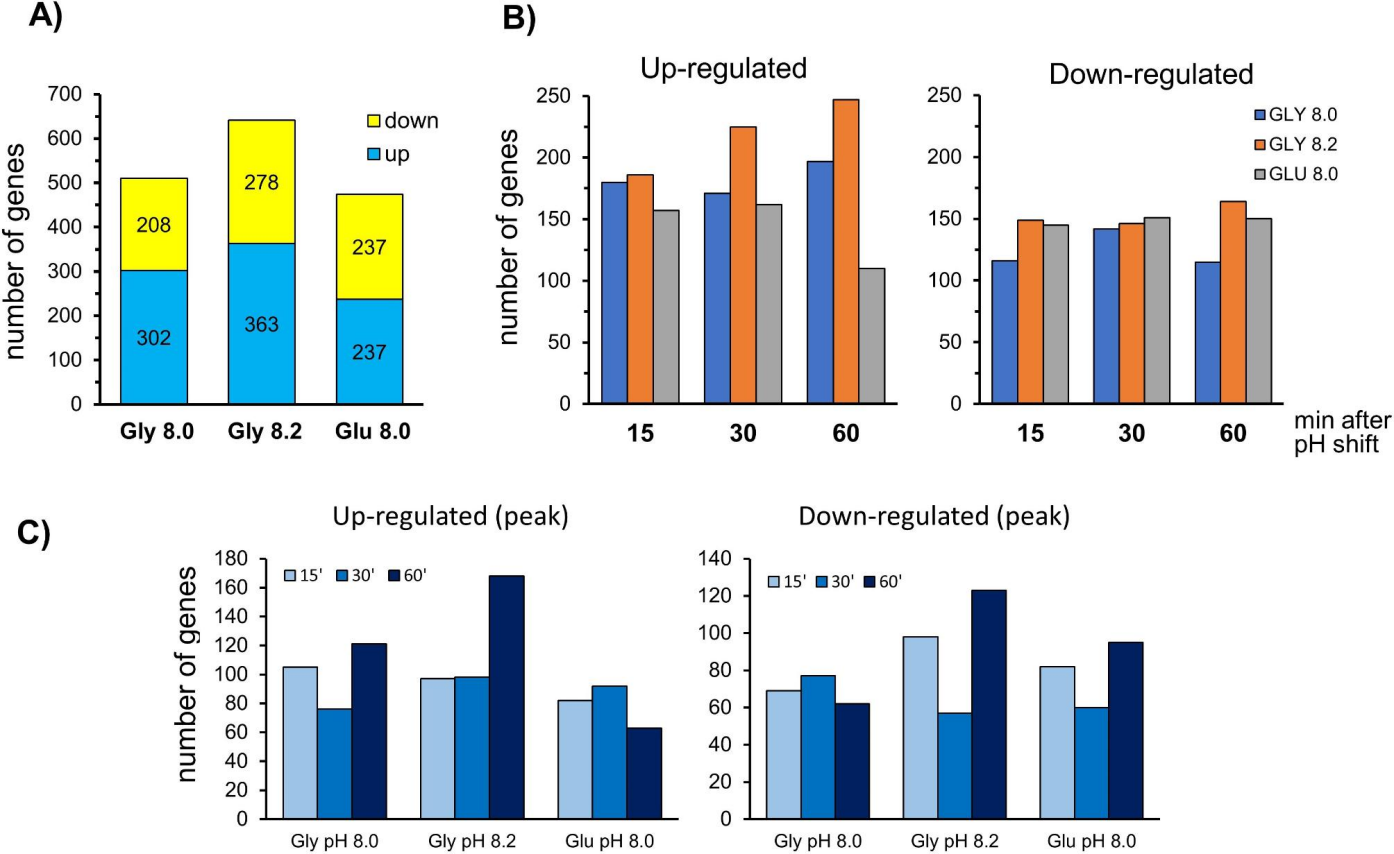
Transcriptional impact of environmental alkalinization in *K. phaffii*. (**A**) Number of genes up-regulated or down-regulated (log2 > = 1 or <= -1 and p-value < = 0.01) for each of the conditions tested. (**B**) Time-course of emergence of up-regulated and down-regulated genes. (**C**) Number of genes showing the stronger expression change (peak) for each time and experimental condition

The k-means algorithm was used to define 10 clusters based in the expression profile of the genes (Fig. 2). Gene Ontology analysis of the different clusters revealed several interesting associations. Cluster 2 and cluster 3 were made of induced genes, and the former was enriched in genes involved in sulfur metabolism (mainly Met and Cys biosynthesis), while the latter contained diverse genes related to arginine and thiamine biosynthesis. Conversely, the small cluster number 4, which includes genes particularly repressed in cells grown on glucose, comprises the genes encoding the first and second steps for Arg degradation (two putative Car1 arginases, C4R298 and C4R8L9, and the Car2 (C4R4H3) ornithine aminotransferase). 

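Uncentred k-means of the 763 changed genes into 10 groups, with 100 starts, gave a group of 143 genes with sustained rises in all 3 courses, and it holds *PHO89*, *ZRT1*, *VTC1*, *THI73*, *THI7* and *ARG1*. A group of 68 genes rose transiently, above all on glycerol, and holds *MET17*, *MCY1*, *MET32*, *MXR1* and *CTH1*. The median log2 fold changes of the sustained group on glycerol at pH 8.0 are 1.1, 1.38 and 1.14 at 15, 30 and 60 min. Of the 11 genes of Fig. 6, which the study chose on these samples, 7 fall in the sustained group; of the 4 genes on the keyword list for thiamine, 3 do (expected 0.8, Fisher's exact test, adjusted p = 0.417). Of 10 genes of methionine, cysteine and sulfate assimilation, 4 fall in the transient group (expected 0.9, adjusted p = 0.258). With 8 groups instead of 10, a different group of 114 genes holds 9 of those 10 genes (expected 1.6, adjusted p = 3.2e-05). That group rose transiently to a like extent on both carbon sources, with medians at 15 min of 1.17 on glycerol at pH 8.0 and 1.15 on glucose. Over 210 pairs of list and group, 5 pass an adjusted p of 0.05; the groups follow this clustering, not the paper's numbers, and the background is the 693 clustered genes with a description.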

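The smallest of the 10 groups, with 22 genes, moves little on glycerol and falls on glucose. Its median log2 fold changes on glucose are -0.87, -1.10 and -1.37 at 15, 30 and 60 min. Both *CAR1* genes (C4R298 and C4R8L9) and *CAR2* are in it, together with *ADH3*, *PGK1* and *FRA1*. The medians of the group on glycerol at pH 8.0 are 0.00, -0.18 and -0.29 at the same times.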

Cluster 5 contains genes generally repressed after 30 and 60 min of stress, and it is highly enriched in genes encoding proteins required for cellular respiration and oxidative phosphorylation, as well as those containing iron-sulfur clusters. 

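A group of 88 genes falls late and deepest at pH 8.2. Its median log2 fold change at 60 min is -1.34 there, against -0.73 on glycerol at pH 8.0 and -0.34 on glucose. It holds *SDH1*, *SDH4*, *COX15*, *LEU1*, *LYS4*, *ACO1* and *GLT1*, and all 5 described genes of respiratory complex III (0.6 expected, Fisher's exact p = 2.8e-05, adjusted p = 0.00296). Of 8 genes of the tricarboxylic acid cycle, 4 are in it (expected 1.0, adjusted p = 0.263). *SDH2*, which falls from the start, sits in another group.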

Cluster 7 contains genes that code for enzymes with redox activity and involved in transmembrane transport, and they are constantly repressed from min 15 onwards. 

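A group of 121 genes has low medians from 15 min to 60 min in all courses (log2 fold changes -0.80 to -1.17). *GDH3*, *PHO84* (C4R3N5), *PFK1*, *GLK1* and *PMA1* in it are lower at each time. *FET3* is in it too, but is unchanged on glucose at 15 min (0.08) and partly back at 60 min on glycerol (-0.65 at pH 8.0 and -0.29 at pH 8.2). Glycolysis and gluconeogenesis give 7 of their 10 clustered genes to this group (expected 1.7, adjusted p = 0.0142), and nitrogen catabolism 8 of 14 (expected 2.4, adjusted p = 0.029). Of the 5 genes for transport of sodium, potassium and protons at the plasma membrane, 3 are here (expected 0.9, adjusted p = 0.519).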

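*CTA1*, *AHP1*, *TSA1*, *HYR1* and *TRR2* fall into 1 group of 55 genes, with *MET3*, *MET14* and *MET1* beside them. The median log2 fold changes of this group are 0.97, 0.75 and 0.25 at 15, 30 and 60 min on glycerol at pH 8.0. They are 1.06, 0.99 and 0.27 at pH 8.2, and 1.40, 1.24 and 0.58 on glucose. Of 15 described antioxidant genes, 5 are in it, where 1.1 are expected (Fisher's exact p = 0.00331, adjusted p = 0.116), and of 10 peroxisomal genes 3 (adjusted p = 0.493).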

Genes transiently induced after 15 and 30 min are found in cluster 8, which is enriched in those encoding proteins involved in oxidative stress response and, as in cluster 7, also with redox activity. However, the overall temporal and functional enrichment profile of down-regulated (cluster 7) and up-regulated genes related to redox activity (cluster 8) is very different (Fig. 3), since induction of redox-related up-regulated genes is an early process (typically at 15 and 30 min), whereas repressed genes are enriched after 60 min, particularly for cells shifted to pH 8.2.

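Antioxidant genes rose early: of 18 described ones, 13 were higher and 2 lower at the adjusted p at pH 8.2 after 30 min, with a median log2 fold change of 1.23. Described genes, here and in later passages, are only those the authors had called changed on these samples. Counts of them are therefore no independent evidence and do not cover whole pathways. Replicate 2 decides part of this: without it *CTA1*, *AHP1*, *TSA1* and *HYR1* miss the adjusted p at 30 min, at 1.94, 1.79, 1.19 and 1.13 instead of 3.14, 3.01, 2.28 and 2.12. At pH 8.2 after 60 min *CTA1* and *HYR1* were at 0.49 and 0.51, while *AHP1* was still at 1.12 (371 ± 17.7 RPKM against 170 ± 5.85 at time zero, mean ± SD), none of them past the adjusted p. Complex II genes went the other way and were lowest at pH 8.2 after 60 min, with a median of -2.42 over 4 genes (3 lower at the adjusted p). Complex III genes did the same, with a median of -1.15 over 5 genes (5 lower). For complex III at pH 8.2 after 60 min, limma's camera test with its preset correlation of 0.01 gives an adjusted p of 0.0155. With the correlation estimated from the data, 0 of the 21 list results that pass with the preset value hold, and the adjusted p here is 0.649.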

**Fig. 2:**
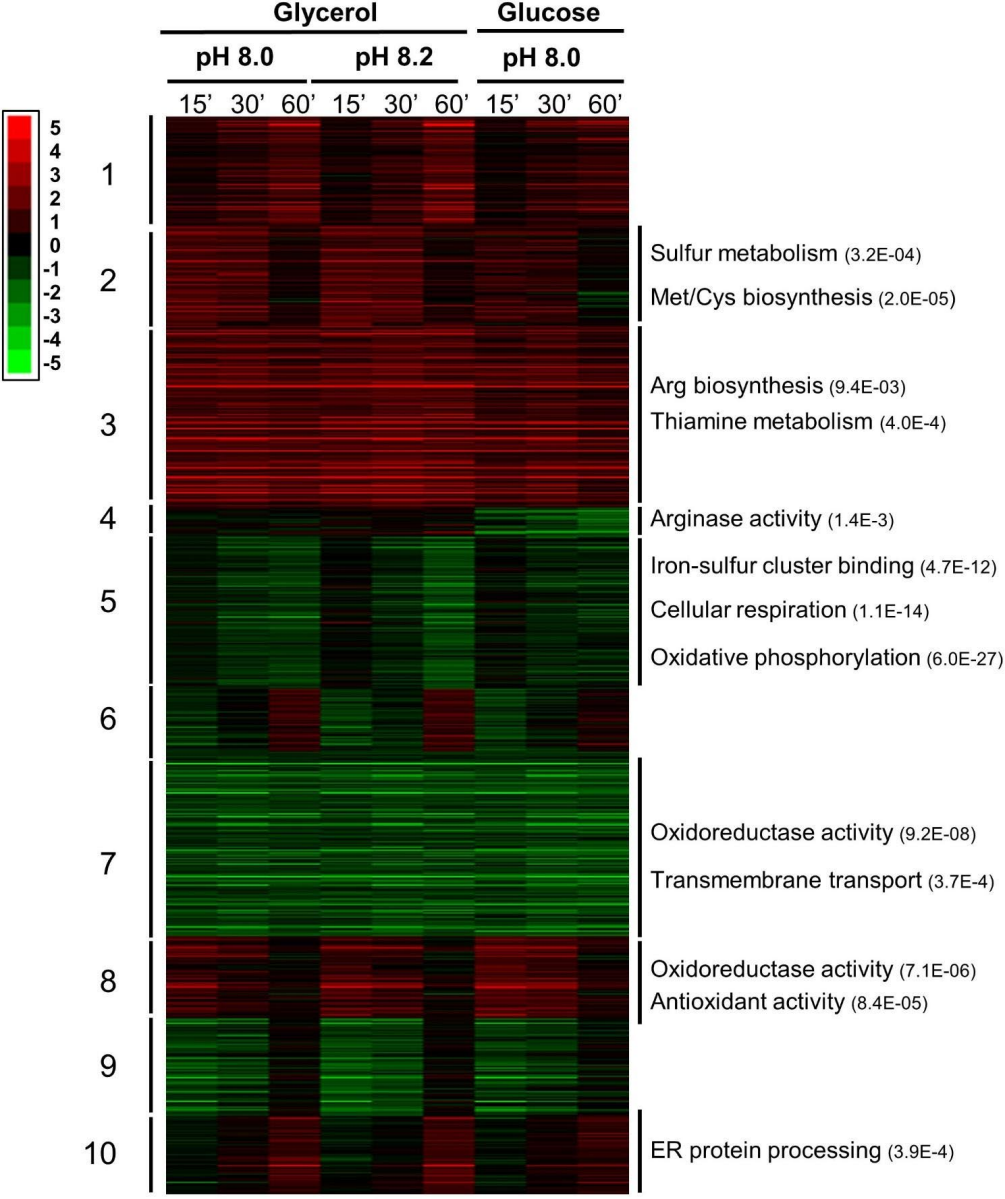
Changes in expression for the 772 induced or repressed genes at least at one time-point and condition. Data was clustered with the Gene Cluster software v.3.0 [60] using k-means algorithm (10 clusters, 100 iterations, uncentered correlation) and visualized using Java TreeView [61]. The most relevant specific GO enrichment terms for the clusters generated are shown with the p-value in parentheses. The intensity of the expression change can be inferred by comparison with the enclosed scale (log2 values)

**Fig. 3:**
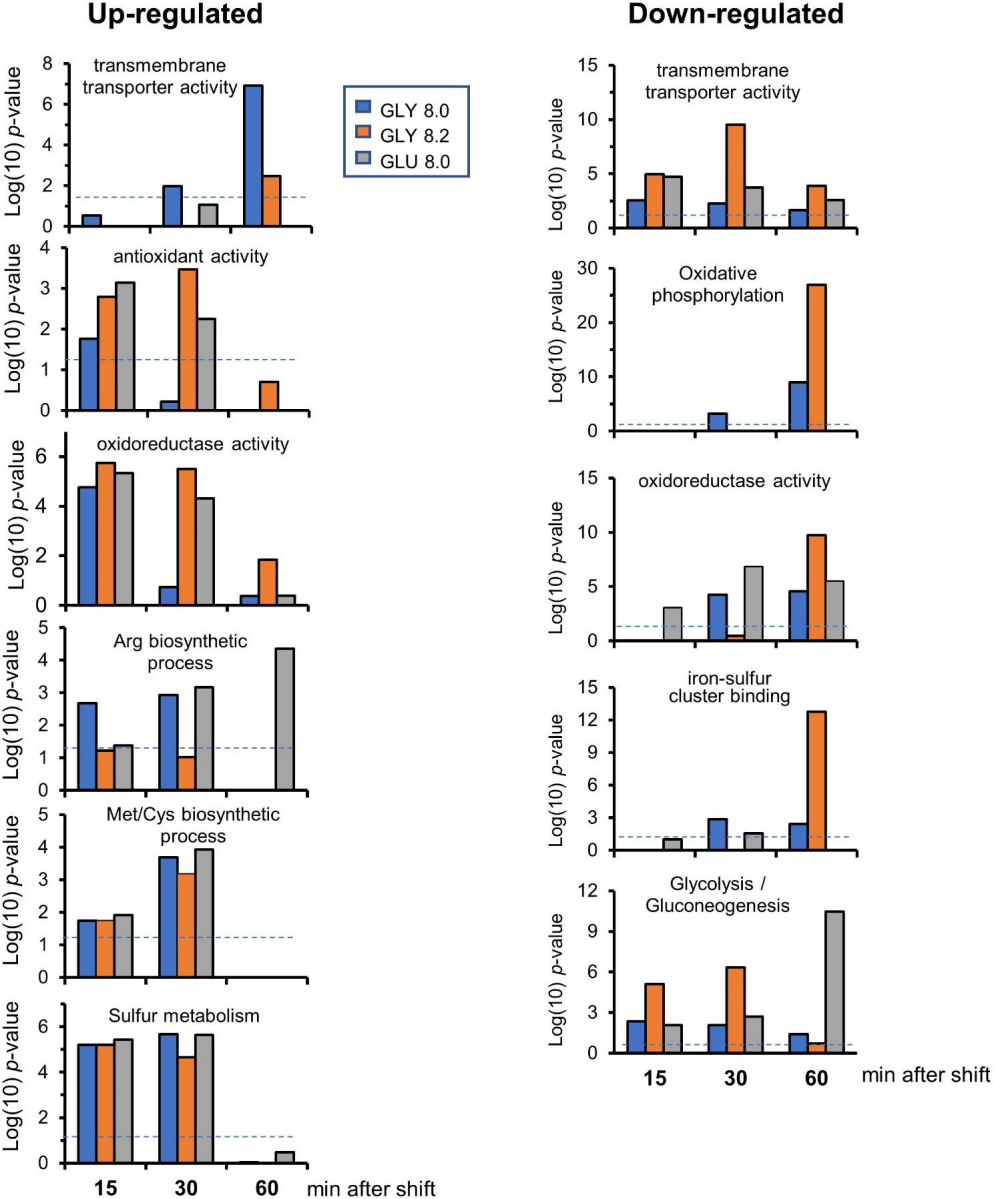
Time course for up-regulated and down-regulated genes for diverse GO terms derived from the entire set of data. The enrichment for each time and condition is expressed as log10 of the *p*-value. The discontinuous line sets the *p*-value < 0.05 threshold

### Alkalinization of the medium triggers oxidative stress in *K. phaffii*

The antioxidant response of *K. phaffii* to alkaline pH was further investigated. Figure 4A shows the expression profile of diverse genes induced shortly after pH shifting and encoding proteins widely recognized as involved in the response to oxidative stress. These included C4R2S1 (Cta1, catalase A), C4QXN4 (Ahp1, a peroxiredoxin), C4R2H3 (Tsa1, Thioredoxin peroxidase), or C4R934 (Grx2, a Glutaredoxin). This profile suggested that exposure to alkaline pH triggers a situation of oxidative stress in *K. phaffii*. Such possibility was investigated by incubating cells with the dihydrorhodamine 123 dye, which becomes fluorescent in the presence of reactive oxygen species. 

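At pH 8.2 the genes of Fig. 4A rose early: of the 13 genes, 10 were higher at the adjusted p at 15 min, 13 at 30 min and 6 at 60 min, and 0 were lower at any time. At least 2-fold rises numbered 4, 11 and 3 at these times, and the median log2 fold changes were 1.65, 1.74 and 0.92. The 2 cultures differed: the median ratio of RPKM to time zero was 3.16 in replicate 2 and 1.77 in replicate 1 at 15 min. At 30 min it was 4.88 and 2.31. *MXR1* rose by 1.92 (SE 0.21, adjusted p = 8.3e-07) at 15 min and was back at time zero by 60 min, whereas *GRE3* and C4R0V9 rose steadily, to 1.29 and 1.43 at 60 min. C4R2T6, whose gene model overlaps its neighbour by 11 bp, rose in all 9 comparisons and most at pH 8.2 after 30 min (2.74 [SE 0.13, adjusted p = 2.4e-12]). *MXR2* moved least, by 0.51 at 15 min and 0.98 at 30 min. Adjusted over the 13 genes alone, 12, 13 and 5 pass; the study chose these genes on these samples, so the counts are no independent evidence. For *TRR2*, C4R7E5 and *PRX1* at 30 min the adjusted p is missed with single libraries left out. Without replicate 2, *TRR2* is at 1.03 (adjusted p = 0.387) and C4R7E5 at 1.01 (adjusted p = 0.137), and without replicate 1, *PRX1* is at 0.73 (adjusted p = 0.201).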

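Catalase *CTA1* rose at pH 8.2 by 4.28 (SE 0.74, adjusted p = 0.00013) on the log2 scale at 15 min and 3.14 (SE 0.74, adjusted p = 0.00214) at 30 min. The peroxiredoxin genes *AHP1* and *TSA1* rose by 3.01 (SE 0.84, adjusted p = 0.00753) and 2.28 (SE 0.72, adjusted p = 0.0174) at 30 min, and the peroxidase gene *HYR1* by 2.12 (SE 0.66, adjusted p = 0.0155). The glutaredoxin gene *GRX2* rose less but evenly between cultures, by 0.84, 1.21 (SE 0.11, adjusted p = 4.7e-08) and 0.88 at 15, 30 and 60 min. In RPKM, *TSA1* went from 1260 ± 63.8 to 7950 ± 7170 and *AHP1* from 170 ± 5.85 to 1900 ± 1850 (mean ± SD, 2 cultures each) at 30 min. The wide SD comes from replicate 2, which carried most of these rises at 15 and 30 min. Without replicate 2 of 30 min the changes then are 1.94 for *CTA1* (adjusted p = 0.0716), 1.79 for *AHP1* (0.162), 1.19 for *TSA1* (0.285) and 1.13 for *HYR1* (0.267), while *GRX2* and *MXR1* hold. *TSA1* and *HYR1* also miss the adjusted p without either library of time zero. From this early rise of antioxidant genes, the paper proposes that alkaline pH brings on oxidative stress, and it turns to a dye for reactive oxygen species.

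**Figure D2:**
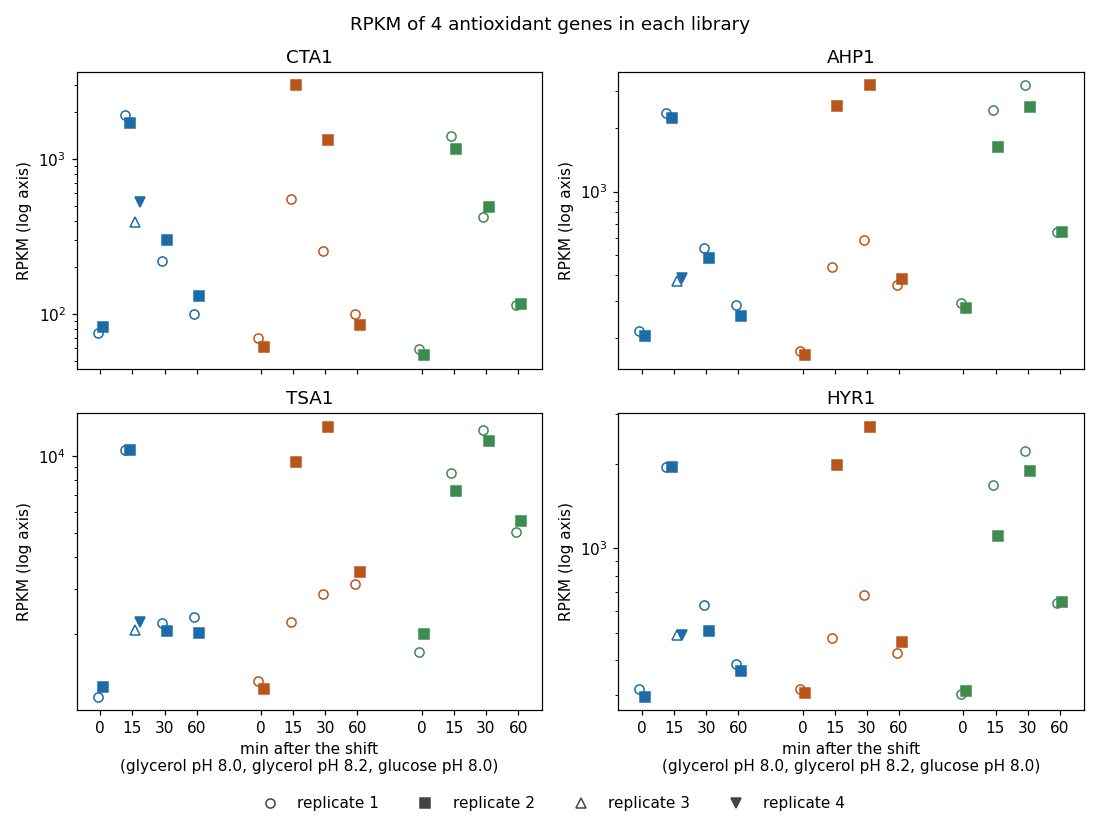
RPKM (log axis) of *CTA1*, *AHP1*, *TSA1* and *HYR1* against time after the shift, 1 point per library. Blue, glycerol to pH 8.0; orange, glycerol to pH 8.2; green, glucose to pH 8.0. The marker gives the replicate, 1 to 4 at 15 min in glycerol at pH 8.0 and 1 or 2 elsewhere.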

As shown in Fig. 4B, exposure of the cells to moderate alkalinization (pH 7.4, by adding KOH up to 20 mM) already triggers a substantial increase in fluorescence that is slightly augmented when pH is raised to 8.1 (30 mM KOH), as documented by flow cytometry analysis. This effect can be also detected by fluorescence microscopy Fig. 4C, revealing that cells become clearly fluorescent after shifting the medium to pH 8.1.

**Fig. 4:**
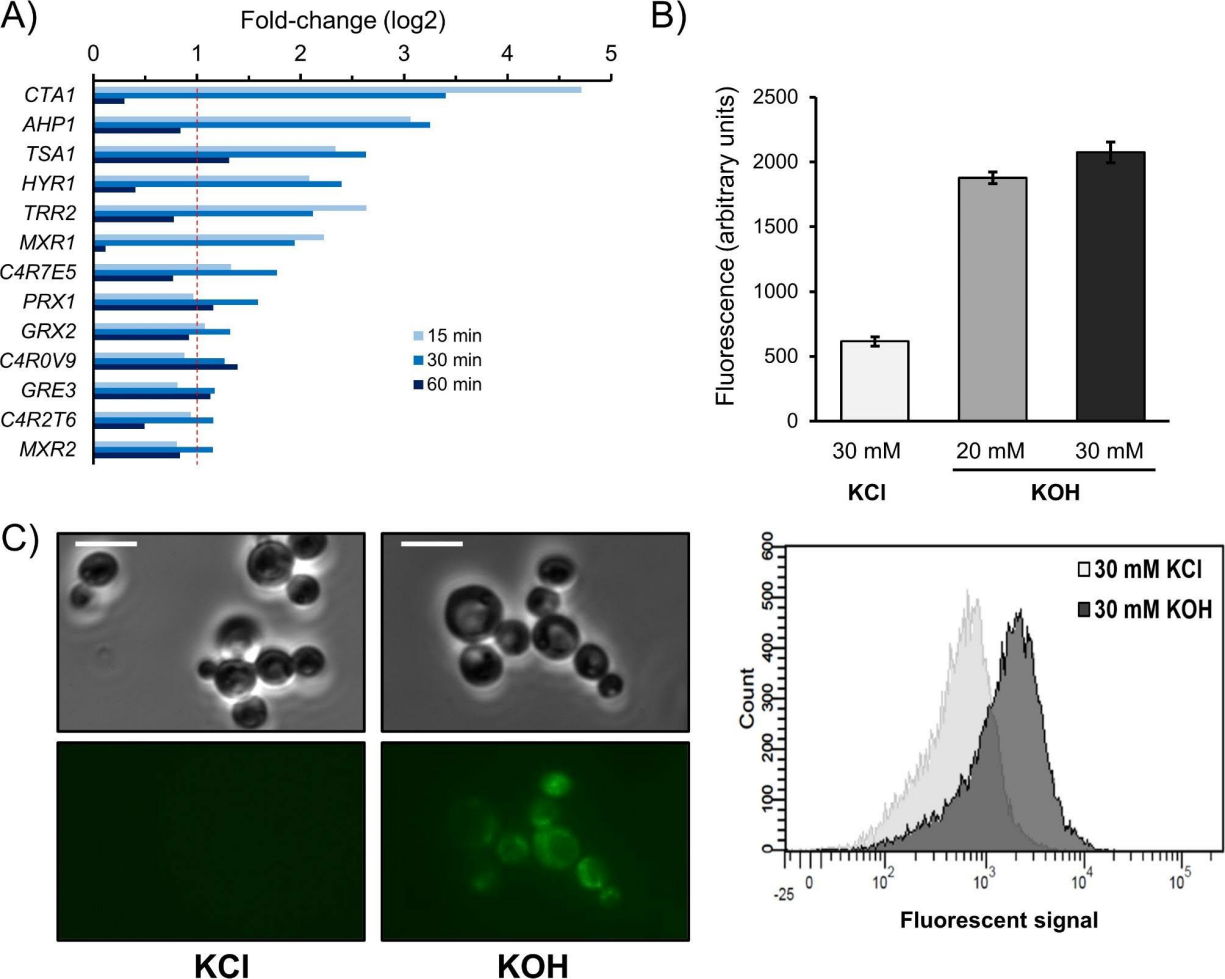
Alkalinization of the medium triggers an oxidative stress response in *K. phaffii*. (**A**) Changes in expression for diverse genes known to be responsive to oxidative stress in yeasts. Data corresponds to cells grown in glycerol and switched to pH 8.2. The discontinuous red line indicates, in this and subsequent figures, the log2 > = 1 and <= -1 thresholds. (**B**) *K. phaffii* X33 cells were grown in YPD medium and incubated for 1 h with dihydrorhodamine 123. Aliquots were taken and treated with KCl (30 mM), or KOH (20 and 30 mM, raising the pH to 7.4 and 8,1, respectively). After 30 min of incubation, cells were processed for flow cytometry. The lower panel shows the fluorescence shift of the population treated with 30 mM KOH. (**C**) Cultures treated with 30 mM KOH) were observed under a Nikon Eclipse TE2000-E using the FIT-C filter. Scale bar denotes 5 μm

### Impact of alkalinization on the metabolic transcriptome

As hinted in Fig. 2 (cluster 3) and 3, alkalinization causes the induction of diverse genes encoding proteins required for arginine biosynthesis. These included (Fig. 5A) both subunits of carbamoyl-phosphate synthase (C4R6Y9/Cpa1, and C4R5L7/Cpa2), C4QZV1 (Arg5,6), a bifunctional enzyme that catalyzes two steps in the cyclic transformation of glutamate into N^2^-acetyl-L-ornithine, as well as the consecutive steps catalyzed by C4R533 (Arg3, ornithine carbamoyltransferase) and C4R3W1 (Arg1, argininosuccinate synthase). 

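Arginine genes of Fig. 5A rose further with time on glucose, as in *ARG3*, by 0.9, 1.95 and 2.33 (SE 0.22, adjusted p = 1.5e-07) at 15, 30 and 60 min. *CPA1* rose by 1.61 (SE 0.18, adjusted p = 1.1e-06) at 15 min and 2.3 (SE 0.18, adjusted p = 1e-08) at 60 min, from 40.9 ± 3.91 to 207 ± 46.1 RPKM by the last time. *ARG1* rose by 1.22, 1.81 and 1.84, and *ARG5,6* by 0.91, 1.49 and 1.52, all past the adjusted p. The study picked these genes on these samples. *ARG3* at 15 min misses the adjusted p without replicate 1 of that time, at 0.73 (adjusted p = 0.0539).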

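On glucose at pH 8.0 the arginase gene *CAR1* (C4R298) fell to -2.0 (SE 0.29, adjusted p = 2.3e-05) on the log2 scale at 30 min and -1.6 (SE 0.29, adjusted p = 0.00028) at 60 min, and the other *CAR1* (C4R8L9) to -1.42 and -1.39. *CAR2* went down step by step, to -1.19 (SE 0.15, adjusted p = 6.6e-06) and -1.79 (SE 0.15, adjusted p = 4e-08). At 15 min only C4R298 (-0.94 [SE 0.29, adjusted p = 0.0173]) and *CAR2* (-0.43 [SE 0.15, adjusted p = 0.0391]) passed the adjusted p. Both miss it without replicate 1 of 15 min, at -0.42 (adjusted p = 0.317) and -0.15 (adjusted p = 0.504), and also without either library of time zero. On glycerol at pH 8.0 neither *CAR1* gene moved past the adjusted p at any time, and *CAR2* fell only at 60 min (-0.81). The changes on glucose differed from those on glycerol at 30 and 60 min, by -2.04 (SE 0.41, adjusted p = 0.0127) and -1.73 (SE 0.41, adjusted p = 0.0174) for C4R298, -1.09 and -1.16 for C4R8L9 and -0.93 and -0.99 for *CAR2*. For C4R298 at 30 min this test is lost without any 1 of 5 libraries; with replicate 1 of glucose at 30 min left out it is at -1.78 (adjusted p = 0.0848).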

Interestingly, in cells grown on glucose, the genes related to the steps involved in arginine degradation are repressed (Fig. 2, cluster 4), including two genes encoding putative Car1 arginases (C4R298 and C4R8L9), the one that encodes Car2 (C4R4H3), and even Put2 (C4R1 X 5), albeit the latter does not reach the log2 < = 1 threshold. We also observe a moderate decrease in the expression of genes encoding possible plasma-membrane arginine transporters (Can1/C4QYY6 and Gap1/ C4QYK8).

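The general amino acid permease gene *GAP1* fell on glucose to -0.98, -0.93 and -1.46 (SE 0.13, adjusted p = 4.5e-08) on the log2 scale at 15, 30 and 60 min. Its RPKM went from 170 ± 11.7 to 61.3 ± 1.86 at the last time. *CAN1* fell less, to -0.39, -0.53 and -0.47, always past the adjusted p but never 2-fold. Without replicate 1 of glucose at time zero the fall at 15 min is as large (-0.38) and just misses the adjusted p (0.0511).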

**Fig. 5:**
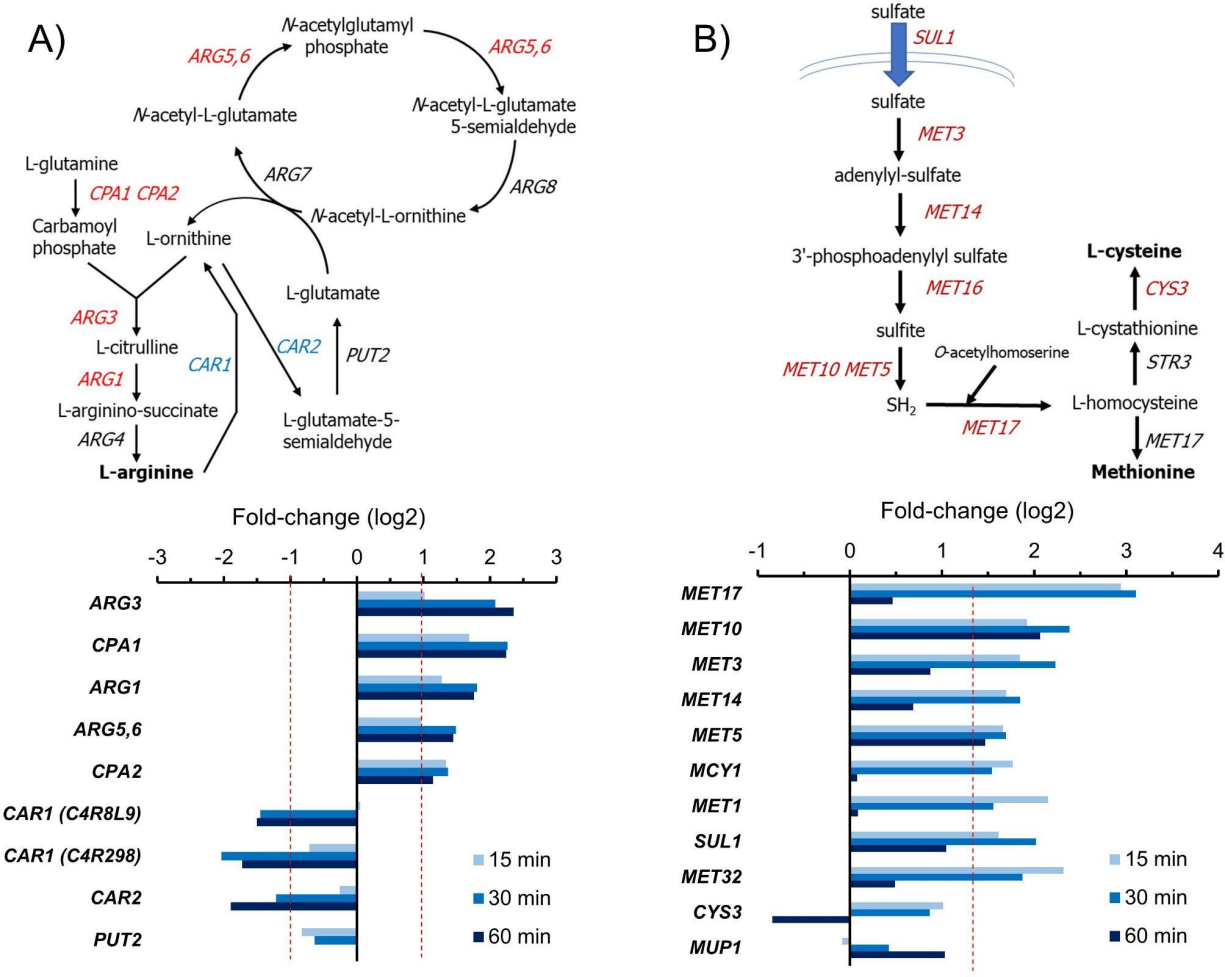
Changes in expression in genes related to the biosynthesis of arginine (**A**) and the metabolism of sulfur and the amino acid cysteine (**B**). Data for A and B correspond to cells grown on glucose or glycerol, respectively, and shifted to pH 8.0. Genes induced are denoted in red and those repressed in blue

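On glycerol at pH 8.0 the sulfate assimilation genes rose within 15 min, led by *MET17* (2.95) and *MET32* (2.21). *MET17* reached 3.28 (SE 0.38, adjusted p = 1.6e-06) at 30 min, from 164 ± 58.1 to 1570 ± 192 RPKM. The sulfate transporter gene *SUL1* rose by 1.34 and 1.87 (SE 0.29, adjusted p = 4.2e-05), and the cysteine synthase gene *MCY1* by 1.8 (SE 0.18, adjusted p = 1.2e-07) and 1.72. *MET10*, *MET3*, *MET14*, *MET5* and *MET1* rose by 2.44, 2.22, 1.92, 1.8 and 1.62 at 30 min, all past the adjusted p. Of the 11 genes of Fig. 5B, 10 were higher at the adjusted p at 15 and 30 min and 0 lower, with medians of 1.65 and 1.87; the study chose them on these samples. Of 12 described genes of methionine, cysteine and sulfate assimilation, 11 were higher at 15 min (median 1.47, camera adjusted p = 0.018 with the preset and 0.649 with the estimated correlation).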

Genes involved in sulfate assimilation and Met and Cys biosynthesis are also induced upon alkalinization (Fig. 5B), including the ones encoding the sulfate transporter Sul1 (C4R4Q2), the zinc-finger DNA-binding transcription factor Met32 (C4QVF9), and a putative Mcy1 cysteine synthase (C4R122), able to catalyze the conversion of O-acetyl-L-serine into cysteine. 

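Most of these genes had turned back by 60 min on glycerol at pH 8.0: *MET17* was at 0.59, *MCY1* at 0.21, *MET1* at 0.14 and *MET3* at 0.89 on the log2 scale, none past the adjusted p. *CYS3* rose by 0.99 (SE 0.07, adjusted p = 2.2e-09) and 0.97 at 15 and 30 min and then fell to -0.72 at 60 min. The paper names 45 min for this fall; the times sampled were 15, 30 and 60 min. *MET10* and *MET5* stayed up, at 2.15 (SE 0.44, adjusted p = 0.00066) and 1.6 (SE 0.37, adjusted p = 0.00175). Of the 11 genes, 5 were higher and 1 lower at the adjusted p at 60 min, with a median of 0.75 (6 and 1 when adjusted over the list alone). At 60 min *SUL1* (0.94) and *MET14* (0.78) miss the adjusted p when replicate 2 of that time is left out, at 0.74 (adjusted p = 0.118) and 0.78 (adjusted p = 0.122).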

As it can be observed, the response was very fast and transient for most genes (note that *CYS3* was even repressed after 45 min). 

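A *MUP1* gene, C4R3B3, did not change at 15 or 30 min on glycerol at pH 8.0 (-0.13 and 0.24) and rose by 0.75 (SE 0.18, adjusted p = 0.00236) at 60 min. Its level is low, 3.89 ± 0.871 RPKM at time zero and 7.19 ± 0.405 at 60 min. The other gene with this name, C4R0E7, followed the early and transient course, with 1.24 (SE 0.17, adjusted p = 1.1e-05), 1.44 (SE 0.2, adjusted p = 1.3e-05) and 0.25, the last not past the adjusted p.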

The exception was *MUP1*, encoding a high affinity methionine permease involved in both methionine and cysteine uptake.

Alkalinization triggers the induction of genes involved in the uptake and biosynthesis of thiamine, a response very similar to that observed upon thiamine starvation. 

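At pH 8.2 the transporter genes *THI73* and *THI7* were highest at different times. *THI73* rose by 1.22 at 15 min and 2.18 (SE 0.15, adjusted p = 9.8e-10) at 60 min, and *THI7* by 1.76 (SE 0.12, adjusted p = 1.5e-09) and 1.32. The phosphatase gene *PHO11/12* rose by 0.92, 1.14 and 1.14 at 15, 30 and 60 min. Of the pathway enzymes, *THI4* rose by 1.7 (SE 0.16, adjusted p = 7.6e-08) at 60 min, *THI20* by 1.64 (SE 0.14, adjusted p = 3.1e-08) and *THI6* by 1.49 (SE 0.12, adjusted p = 1.6e-08) at 30 min. *THI4* is the most abundant of them, from 17.1 ± 2.22 to 57.5 ± 3.12 RPKM at 60 min. Of the 11 genes of Fig. 6, 8 were higher and 2 lower at the adjusted p at 15 min, 9 and 2 at 30 min, and 10 and 1 at 60 min, with medians of 0.95, 1.49 and 1.7. The study chose them on these samples. All 4 described thiamine genes were higher at pH 8.2 after 60 min (median 1.63).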

As shown in Fig. 6, an increased expression of genes encoding C4QZN1 (a Pho11/12 phosphatase, able to hydrolyze thiamin phosphates in the periplasmic space), two plasma membrane thiamin transporters (C4QWN5/Thi73 and C4R561/Thi7), and several enzymes of the thiamine biosynthetic pathway, such as Thi4, Thi20 and Thi6 was observed. 

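At pH 8.2 *THI13* fell to -0.68 at 15 min and -0.78 at 30 min on the log2 scale and then rose to 1.74 (SE 0.2, adjusted p = 1e-06) at 60 min. Mean RPKM moved from 2.94 ± 0.335 at time zero to 12.1 ± 0.778 at 60 min. The early fall was less than 2-fold, and its call is lost with single libraries left out. At 15 min it is -0.60 (adjusted p = 0.0834) without replicate 2 of time zero and -0.66 (adjusted p = 0.0617) without replicate 2 of 15 min; at 30 min it is -0.49 (adjusted p = 0.114) without replicate 2 of 30 min.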

Curiously, Thi13, which catalyzes the first step in the pathway, was initially repressed and potently induced later. The gene encoding C4R0 X 5, a putative mitochondrial thiamine pyrophosphate carrier, was strongly repressed. 

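The carrier gene C4R0X5 fell at pH 8.2 to -1.91 (SE 0.18, adjusted p = 1.3e-07) at 15 min and -1.49 (SE 0.18, adjusted p = 2.8e-06) at 30 min on the log2 scale. Its RPKM went from 20.6 ± 5.59 to 4.65 ± 0.431 at 15 min. By 60 min most of the fall was gone (-0.46), and the call of the remainder is lost with single libraries left out: without replicate 1 of 60 min it is -0.45 (adjusted p = 0.108).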

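At pH 8.2 *PET18* rose at every time, by 1.73, 2.89 (SE 0.2, adjusted p = 1.1e-09) and 2.85 on the log2 scale at 15, 30 and 60 min. The neighbouring genes *SNO1-3* and *SNZ1-3* rose later: *SNO1-3* by 1.04 (SE 0.15, adjusted p = 2e-05) at 30 min and 1.71 (SE 0.15, adjusted p = 3.1e-08) at 60 min, with no change at 15 min (0.13). *SNZ1-3* rose by 1.72 (SE 0.23, adjusted p = 5.5e-06) at 30 min and went from 28.6 ± 8.61 to 161 ± 6.04 RPKM at 60 min. At 15 min (0.72) it passes, but is at 0.37 (adjusted p = 0.238) without replicate 1.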

At least three genes encoding proteins known to be induced in *S. cerevisiae* upon thiamine starvation, such as C4QZX3 (Pet18), C4QYB3 (Sno1-3), and C4QYB4 (Snz1-3) were also clearly induced by high pH. The latter two genes encode activities required for the synthesis of pyridoxal 5’-phosphate, the substrate for Thi13.

**Fig. 6:**
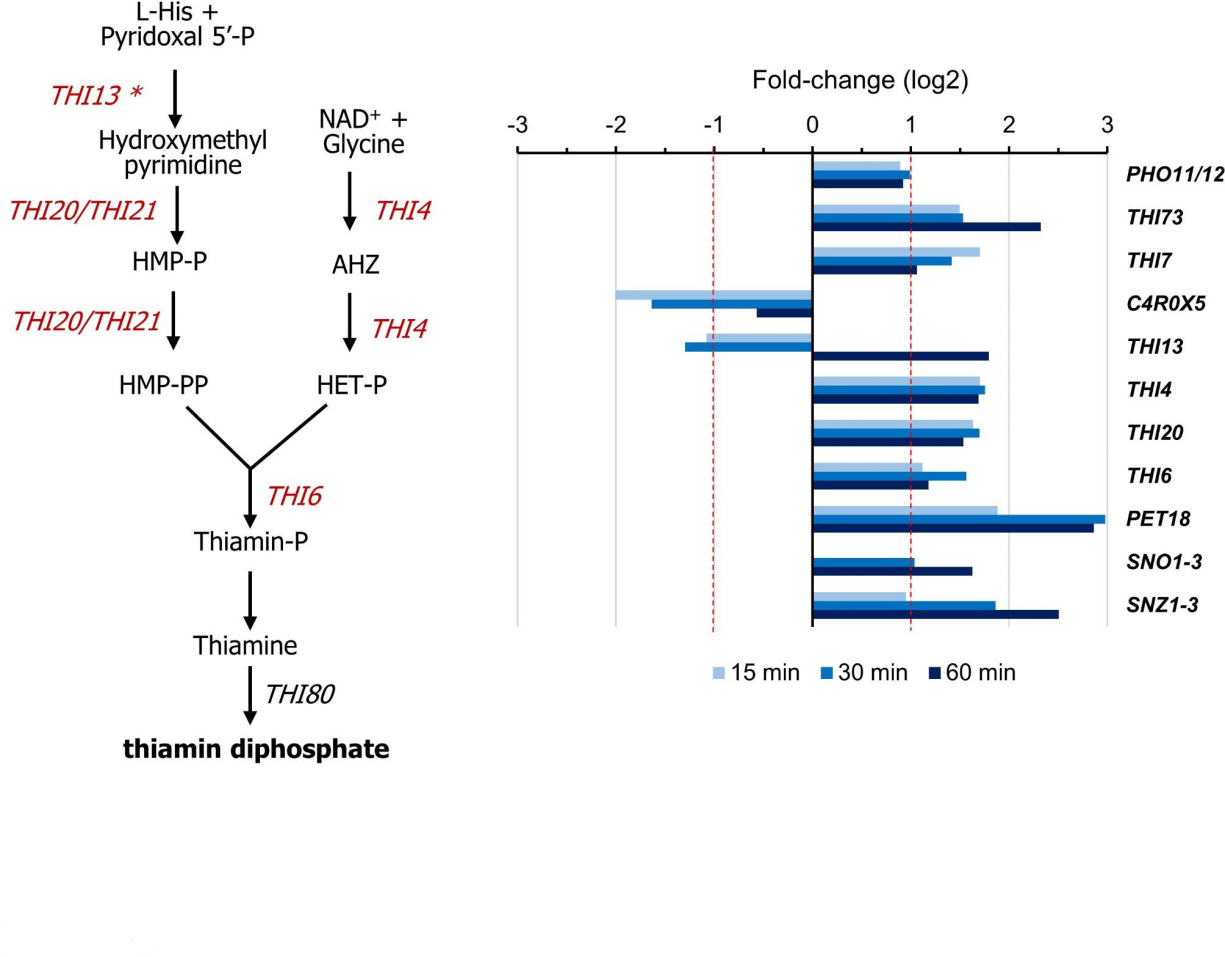
Transcriptional effects on the thiamine biosynthetic pathway. Data corresponds to cells gown on glycerol and shifted to pH 8.2. Induced genes are in red. The asterisk (*) in *THI13* indicates that this gene is repressed at time 15 and 30 min, but induced at 60 min

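On glycerol at pH 8.0 the metal genes split: *ARN1-3* (C4R573), *FRE2* (C4QZH4) and *FET4* (C4R354) rose from 15 min on, *FRE1*, *CTR1* and *AFT1* rose further up to 60 min, and *FET3*, *FTR1* and C4R794 fell. Of the 16 genes of Fig. 7A, 9 were higher and 3 lower at the adjusted p at 15 min, and 12 and 3 at 30 and at 60 min, with medians of 0.45, 0.8 and 1.33. The study chose them on these samples. The iron regulator *AFT1* rose by 1.28 (SE 0.16, adjusted p = 2.9e-06) at 60 min and *FRE8* by 1.9 (SE 0.22, adjusted p = 1.2e-06) at 30 min. *CCC2* moved less, by 0.93 at 60 min. Over 18 described genes of metal ion uptake, 10 were higher and 6 lower at 60 min (median 1.15).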

As shown in Fig. 7A, the expression of genes involved in copper and iron metabolism was potently altered. Among them, at least three different Arn1-3 like siderophore transporters (C4R573, C4R468, and C4QZD7), two putative members of the ferric and cupric reductase system (Fre1 and Fre2), the low-affinity Fe(II) transporter Fet4, and the plasma membrane high-affinity copper transporter Ctr1 (C4R733) were induced. 

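The siderophore transporter gene C4R573 rose on glycerol at pH 8.0 by 3.99, 4.91 (SE 0.37, adjusted p = 3.9e-09) and 4.38 on the log2 scale at 15, 30 and 60 min. Mean RPKM moved from 19.4 ± 4 to 610 ± 83.6 at 30 min. The other 2, C4R468 and C4QZD7, rose late, by 1.46 (SE 0.24, adjusted p = 6.2e-05) and 1.37 (SE 0.14, adjusted p = 4.1e-07) at 60 min. *FRE1* reached 2.7 (SE 0.32, adjusted p = 2.1e-06) and *CTR1* 1.9 (SE 0.26, adjusted p = 1.3e-05) at 60 min, and *FRE2* (C4QZH4) peaked at 30 min with 2.89 (SE 0.17, adjusted p = 6.9e-11). The other *FRE2* (C4R7S4) rose by 1.41 at 60 min. *FET4* (C4R354) rose by 2.12 (SE 0.26, adjusted p = 2.8e-06) at 30 min, while the other gene of this name, C4R6L2, fell to -0.94 (SE 0.15, adjusted p = 3.7e-05) at 15 min and was unchanged at 60 min (0.1). *FRE1* at 15 min (1.23) is at 0.67 (adjusted p = 0.0519) when all 4 glycerol libraries of time zero serve as the baseline.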

The gene encoding the high-affinity zinc transporter of the plasma membrane (C4R4S9, Ztr1) was among the most potently induced genes (not shown). 

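*ZRT1* rose on glycerol at pH 8.0 by 5.12 (SE 0.13, adjusted p = 2.6e-16) on the log2 scale at 30 min and 4.24 (SE 0.13, adjusted p = 9.1e-15) at 60 min. Its RPKM went from 4.05 ± 0.447 to 175 ± 2.59 at 30 min. It ranks among the 10 largest rises in each of the 3 courses. At pH 8.2 it rose by 4.99 (SE 0.13, adjusted p = 6.5e-16) at 15 min and 4.94 (SE 0.13, adjusted p = 5.2e-16) at 60 min, and on glucose by 4.37, 4.42 and 3.88 at 15, 30 and 60 min.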

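*FET3* fell on glycerol at pH 8.0 to -1.51 (SE 0.11, adjusted p = 1.7e-09) at 15 min and -1.9 (SE 0.13, adjusted p = 7e-10) at 30 min on the log2 scale, and was partly back at 60 min (-0.65). Mean RPKM moved from 370 ± 9.65 to 98.4 ± 11.9 at 30 min. *FTR1* fell to -1.18 (SE 0.21, adjusted p = 0.00013) and -1.46 (SE 0.24, adjusted p = 8.4e-05) at 15 and 30 min and no longer differed from time zero at 60 min (-0.39).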

Interestingly, two important components of the iron uptake system, Fet3 (C4R1S1) and Ftr1 (C4QX98), were clearly repressed. Fet3 is the plasma membrane Ferro-O_2_-oxidoreductase that oxidizes Fe^2+^ to Fe^3+^ for subsequent uptake by the transmembrane permease Ftr1.To note, the gene encoding C4R794, a protein very closely related to *S. cerevisiae* Fre2 and Fre3, was also markedly repressed.

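C4R794 stayed low on glycerol at pH 8.0 through the whole course, at -1.45, -1.63 (SE 0.16, adjusted p = 2.4e-07) and -1.23 on the log2 scale at 15, 30 and 60 min. Its RPKM went from 13.4 ± 0.135 to 3.66 ± 0.368 at 30 min. Unlike *FET3* and *FTR1*, it did not turn back by 60 min.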

**Fig. 7:**
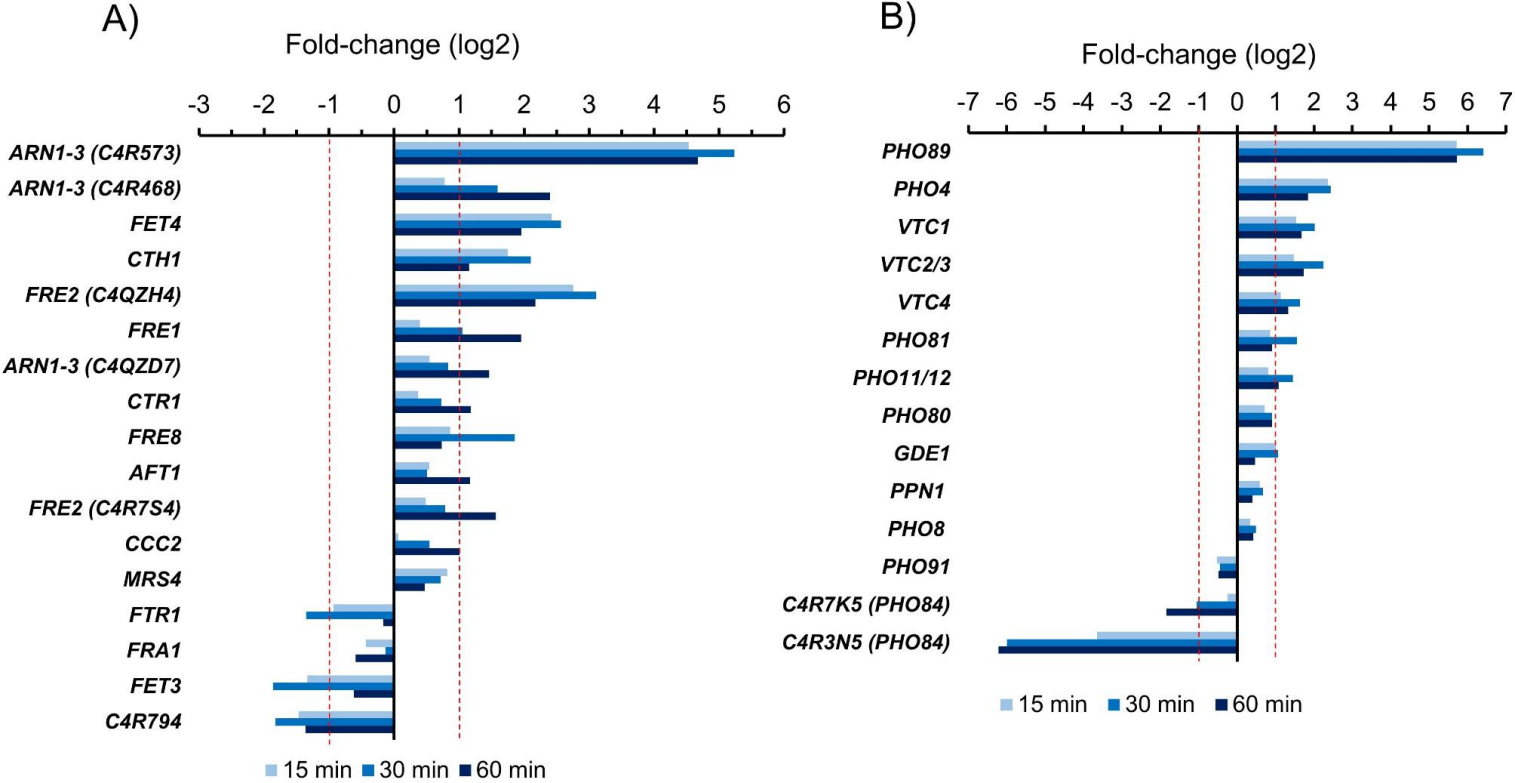
Transcriptional effects on the iron and copper (A) and phosphate uptake and utilization (B) pathways. In both cases, cells were grown on glycerol and shifted to pH 8.0. See main text for details

Phosphate metabolism appears also affected by alkalinization of the medium Fig. 7B. This included genes encoding components of the vacuolar polyphosphate biosynthetic machinery (Vtc1, Vtc2/3, Vtc4), the putative transcription factor Pho4 (C4QZW1) and the Na^+^/Pi cotransporter Pho89 (C4R021), which was one of the genes most potently induced. In contrast, we found two genes encoding putative plasma membrane phosphate transporters (C4R3N5 and CAR7K5), equivalent to the *S. cerevisiae* Pho84 H^+^/Pi high affinity transporter, that were repressed by alkaline pH. 

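*PHO89* rose on glycerol at pH 8.0 by 5.51, 6.36 (SE 0.14, adjusted p = 3.4e-17) and 5.68 on the log2 scale at 15, 30 and 60 min. *PHO4* rose by 2.35, 2.55 (SE 0.12, adjusted p = 2.3e-12) and 1.98 at the same times. The polyphosphate genes peaked at 30 min: *VTC1* at 2.31 (SE 0.12, adjusted p = 1.7e-11), *VTC2/3* at 2.22 (SE 0.11, adjusted p = 7.6e-12) and *VTC4* at 1.66 (SE 0.08, adjusted p = 7.6e-12). *PHO81* (1.57 [SE 0.15, adjusted p = 1.5e-07]), *PHO80* (1.03) and *GDE1* (1.1) rose as well by 30 min, all past the adjusted p. Of the 11 genes of Fig. 7B, 9 were higher and 1 lower at 15 and at 30 min, and 9 and 2 at 60 min, with medians of 0.93, 1.57 and 1.05. The study chose them on these samples.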

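C4R3N5 fell on glycerol at pH 8.0 to -3.7, -5.8 and -5.98 (SE 0.13, adjusted p = 3.4e-17) on the log2 scale at 15, 30 and 60 min. Mean RPKM moved from 543 ± 46.1 to 7.63 ± 0.382 by the last time. The other gene, *PHO84* (C4R7K5), was unchanged at 15 min (0.18), was at -0.71 (SE 0.27, adjusted p = 0.0511) at 30 min and fell to -1.44 (SE 0.27, adjusted p = 0.0003) at 60 min. Its 30 min value passes with all 4 glycerol libraries of time zero as the baseline (-0.96).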

The one encoding protein C4R3N5 was among the most strongly repressed genes.

Taken together, these results indicate that the alkalinization of the medium triggers a transcriptional response that affects the metabolism of arginine and sulfur-containing amino acids, thiamine, as well as the homeostasis of copper, iron and phosphate.

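Across the described genes, the groups named here moved in different ways on glycerol at pH 8.0. The authors had called all described genes changed on these samples, so counts of them are no independent evidence. In arginine biosynthesis, *CPA1* rose by 1.81 and *ARG1* by 1.46 at 15 min. Methionine, cysteine and sulfate assimilation rose most at 30 min (11 of 12 genes higher at the adjusted p, median 1.62). All 4 thiamine genes were higher at 60 min (*THI73* at 2.11; *PET18*, outside that list, at 2.14). Phosphate genes were higher in 6 and lower in 2 of 9 at 30 min (median 1.01), with *PHO89* and *PHO84* (C4R3N5) at the ends. The camera test with the preset correlation passes sulfur at 30 min (adjusted p = 0.0241), and with the estimated correlation no list passes (adjusted p = 0.649). From the arginine, sulfur, thiamine, metal and phosphate genes taken together, the paper infers a transcriptional response to alkalinization. By its account, that response touches arginine, sulfur amino acid and thiamine metabolism, and iron, copper and phosphate homeostasis.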

**Alkalinization causes a widespread transcriptional repression of respiratory metabolism**.

GO analysis of genes showing a down-regulation pattern highlighted many genes related to oxidative phosphorylation (Figs. 2 and 3). As shown in Fig. 8A, changes increased with time and were more intense at the latest time tested (60 min). 

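At pH 8.2 the respiratory genes of Fig. 8A went down step by step: *SDH1* to -0.87, -1.95 and -2.49 (SE 0.29, adjusted p = 1.1e-06) on the log2 scale at 15, 30 and 60 min. *QCR6* fell to -0.55 at 30 min and -1.38 (SE 0.13, adjusted p = 6.9e-08) at 60 min. Of the 29 genes, 19 were lower at the adjusted p at 15 min, 29 at 30 min and 29 at 60 min, and 0 were higher at any time. Falls of at least 2-fold numbered 1, 4 and 28, and the medians were -0.38, -0.64 and -1.37. The same 29 genes were all lower on glycerol at pH 8.0 after 60 min, with a median of -0.66, and on glucose 12 were. The study chose these genes on these samples.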

Down-regulated genes included widespread components of the electronic transport chain, involved in generation of complex II (*SDH1*, *SDH2*, *SDH3* and *SDH4*), complex III (*CYT1*, *COR1*, *RIP1*, *QCR6*, *QCR7*, *QCR8*, and *QCR10*), and complex IV (COX15), as well as several other related but less well characterized proteins. In addition, a decrease in the mRNA levels of many genes encoding glycolytic and gluconeogenic enzymes was observed (Fig. 8B). For instance, all genes encoding the subunits of phosphofructokinase-1 (PFK1), a key regulator of glycolysis, were repressed, including the one coding for C4R7H4, a γ PFK1 subunit that is not found in other fungi. 

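In complex II, *SDH2* fell to -3.11 (SE 0.26, adjusted p = 1.9e-08) at pH 8.2 after 60 min on the log2 scale, and *SDH4* to -2.35. *SDH1* went from 691 ± 29.1 to 139 ± 95.2 RPKM. In complex III the falls were smaller and even: *CYT1* -1.23 (SE 0.1, adjusted p = 9.4e-09), *QCR8* -1.15, *COR1* -1.06, *RIP1* -1.05 and *QCR7* -1.01. *COX15* of complex IV fell to -1.37 (SE 0.13, adjusted p = 8.7e-08), and the plasma membrane proton pump gene *PMA1* to -1.08 (SE 0.11, adjusted p = 2.3e-07) at 30 min and -0.71 at 60 min. Early falls are less firm: *SDH1* at 15 min is lost without any 1 of its 4 libraries (-0.76 [adjusted p = 0.104] without replicate 1 of 15 min), while every fall at 60 min holds when any library is left out. From these falls across the complexes of the respiratory chain, the paper concludes that alkalinization represses respiratory metabolism widely.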

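At pH 8.2 *PDC1* fell to -2.25 (SE 0.14, adjusted p = 2.8e-10) at 30 min on the log2 scale and the gluconeogenic genes *FBP1* and *PCK1* to -2.85 (SE 0.45, adjusted p = 5.3e-05) and -3.16 (SE 0.29, adjusted p = 6.8e-08) at 15 min. *GPM1* (C4R5A6), *GLK1* and *PGI1* fell to -2.19 (SE 0.12, adjusted p = 4e-11), -1.33 and -1.31 at 15 min. *FBP1* was back at its level of time zero by 60 min (0.03). Falls in *ENO1* (-0.78), *GPM1* (C4R5P4, -0.63) and *FBA1* (-0.77) at 30 min were below 2-fold, all past the adjusted p. Of the 13 genes of Fig. 8B, 1 was higher and 8 lower at 15 min, 0 and 12 at 30 min, and 0 and 9 at 60 min, with medians of -1.06, -0.94 and -0.47. The study chose them on these samples. Over 11 described genes of glycolysis and gluconeogenesis, 9 were lower at 30 min (camera adjusted p = 0.018 with the preset correlation and 0.649 with the estimated one).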

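The γ subunit gene C4R7H4 fell at pH 8.2 to -1.38, -1.76 (SE 0.17, adjusted p = 1e-07) and -1.11 on the log2 scale at 15, 30 and 60 min. Its RPKM went from 149 ± 22.6 to 43.4 ± 6.63 at 30 min. *PFK2* fell to -1.06, -1.25 (SE 0.1, adjusted p = 1.2e-08) and -0.89. *PFK1* fell to -0.84, -0.8 and -0.89 (SE 0.1, adjusted p = 1.1e-06), below 2-fold at each time. This gene fell on glycerol at pH 8.0 to -1.11, -0.99 and -1.18.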

We noted that *ADH3*, *GPM1* and *PGK1*, which suffered a weak repression in glycerol cultures, were more potently repressed when grown on glucose, decreasing below the log2 <= -1 threshold.

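On glucose at pH 8.0 after 60 min, *ADH3* fell to -1.78 (SE 0.17, adjusted p = 1.3e-07) on the log2 scale, *PGK1* to -1.35 (SE 0.17, adjusted p = 5.6e-06), *GPM1* (C4R5P4) to -1.26 and the other *GPM1* (C4R5A6) to -1.6. On glycerol at pH 8.0 the changes at 60 min were -0.76, -0.84, -0.61 and -0.7, all past the adjusted p, and at pH 8.2 -0.11, -0.39, -0.4 and -0.47. C4R5P4 on glycerol at pH 8.0 misses the adjusted p without replicate 2 of 60 min (-0.43 [adjusted p = 0.101]). In the direct test at 60 min and pH 8.0, glucose minus glycerol was -1.02 (SE 0.24, adjusted p = 0.0165) for *ADH3* and -0.9 (SE 0.17, adjusted p = 0.00453) for C4R5A6. For *PGK1* (-0.52, adjusted p = 0.227) and C4R5P4 (-0.65, adjusted p = 0.107) the difference does not pass. Of the 13 genes of Fig. 8B, 12 fell on glucose at 60 min, all at least 2-fold, with a median of -1.53. The starting levels differ, since 12 of the 13 genes stood higher on glucose before stress.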

**Fig. 8:**
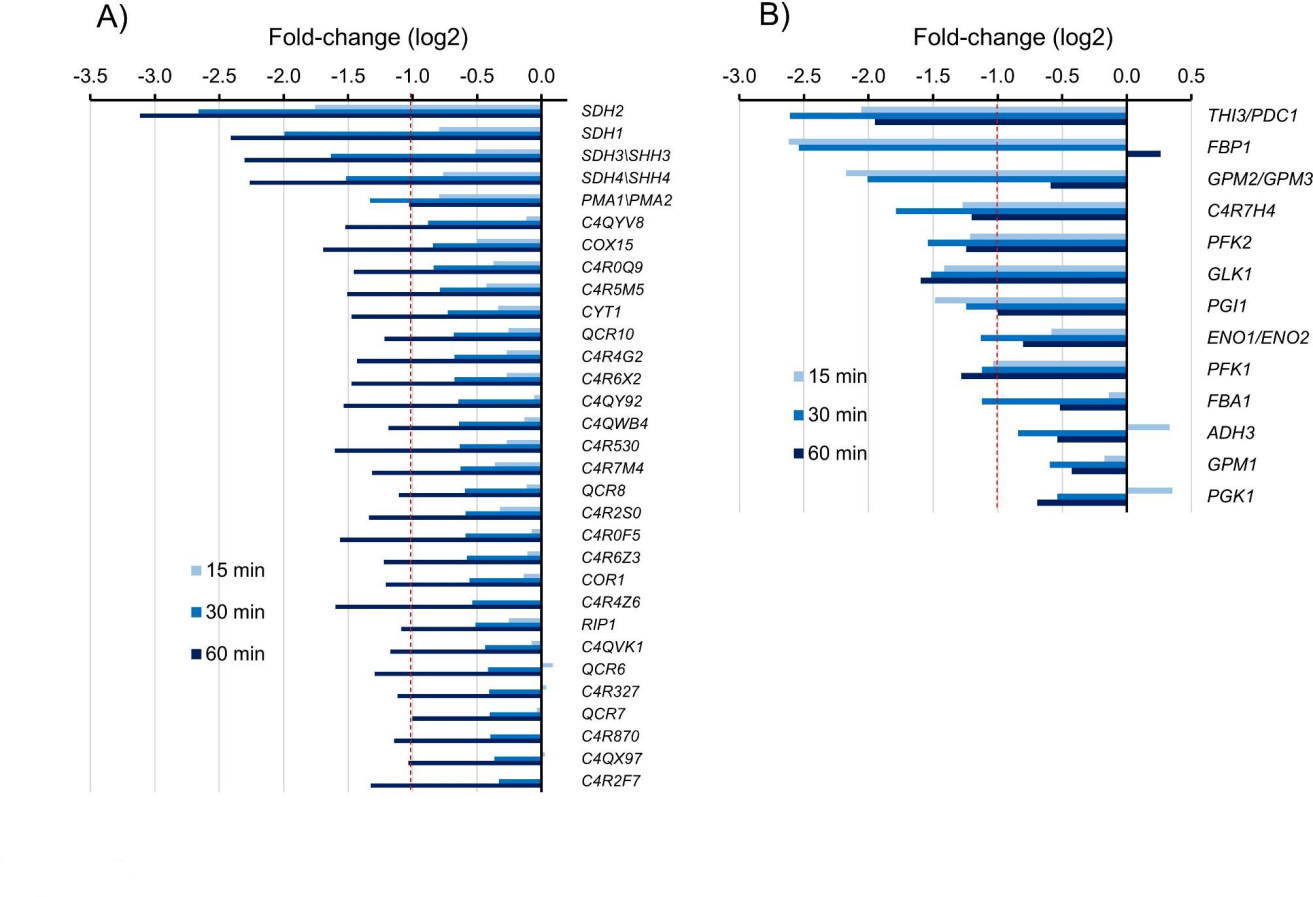
Repression of oxidative phosphorylation (A) and glycolysis/gluconeogenesis related (B) genes. Data corresponds to glycerol cultures shifted to pH 8.2. See main text for details

### Characterization of the response of selected genes by translational promoter fusions

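*PHO89* and *GAS1* (C4QVL5) rose in every course: *GAS1* by 2.83 on glycerol at pH 8.0, 3.26 (SE 0.12, adjusted p = 3.9e-14) at pH 8.2 and 2.72 on glucose at 30 min, on the log2 scale. *GDH3* fell most at 15 min and was partly back by 60 min, at -3.69 (SE 0.18, adjusted p = 7.9e-12) on glycerol and -3.51 on glucose at pH 8.0. Its RPKM on glycerol went from 1660 ± 291 to 127 ± 10.1 by 60 min. *PHO84* (C4R3N5) fell later and kept falling on glucose, to -2.82, -4.46 and -4.95 (SE 0.13, adjusted p = 5.8e-16) at 15, 30 and 60 min. The gene next to *GAS1* on the chromosome, C4QVL4, carries the same name in the authors' table and fell, to -2.23 (SE 0.16, adjusted p = 1.7e-09) on glycerol at pH 8.0 after 30 min.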

To further test the transcriptional response to alkaline pH determined by RNA-Seq we selected two strongly induced genes (*PHO89* and *GAS1*) and two repressed ones (C4R3N5, corresponding to one of the two likely *PHO84*, and *GDH3*), for GFP-fused promoter reporter assays (Additional File 1). As mentioned above, *PHO89* and *PHO84* encode putative Na^+^/Pi and H^+^/Pi plasma membrane high affinity transporters, respectively, and were selected because their unexpected opposite behavior (see Discussion). *GAS1* encodes a putative β-1,3-glucanosyltransferase, required for cell wall assembly, and *GDH3* codes for a putative NADP^+^-dependent glutamate dehydrogenase. As shown in Fig. 9A, *PHO89* and *GAS1* reporters confirmed the strong activation of both promoters by alkaline pH. We noted that they presented different pH sensitivity, since *GAS1* was almost maximally induced already at the lowest pH tested (7.4), whereas *PHO89* displayed a marked dose-dependent response. The activation of *PHO89* and *GAS1* could be also easily monitored by fluorescence microscopy (Fig. 9B). Analysis of *PHO84* and *GDH3* confirmed the repression of these promoters, although the changes were less potent than that detected by RNA-Seq (compare with Additional file 1) and showed different kinetic profile.

**Fig. 9:**
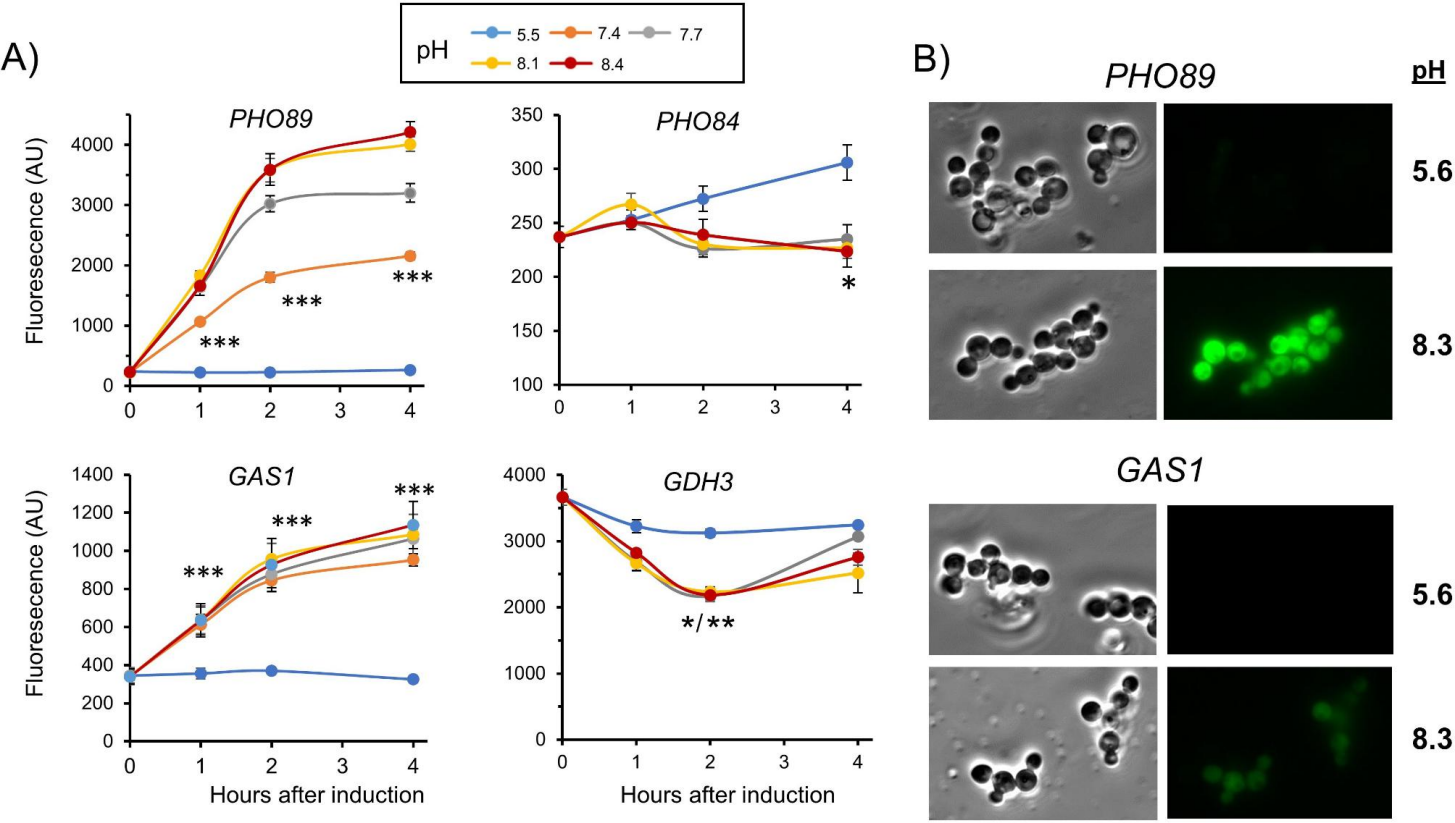
Analysis of pH dependent promoter response of selected genes by translational reporters. (**A**) The indicated GFP-derived reporters were introduced in *K. phaffii* X-33 cells and cultures were shifted to the different pHs by addition of KOH. Samples were taken at the indicated times and processed for flow cytometry analysis. Data are mean ± SEM from 3 to 5 experiments. *, p < 0.05; **, p < 0.01; ***, p < 0.001 determined by paired Student’s t-test. (**B**) Cultures bearing *PHO89*-GFP and *GAS1*-GFP constructs were monitored by fluorescence microscopy after growing at normal pH (5.6) or alkaline pH (8.3) for 4 h

In an earlier report it was shown that, in *S. cerevisiae*, the induction of *PHO89* by alkaline pH is mainly mediated by the calcineurin-Crz1 pathway in response to the immediate influx of calcium into the cell [7]. We sought to investigate if this would be the case in *K. phaffii*. Computational analysis of the *PHO89* promoter in *K. phaffii* revealed diverse putative regulatory sites, including a possible Pho4 site, but also two putative CDREs (Calcineurin Dependent Response Element), that we named CDRE 1 and CDRE 2 (Fig. 10A). To test the possible functional role of these sites, we mutagenized both of them at the crucial GCC core either separately or in combination. As shown in Fig. 10B, mutation of either CDRE site decreased the response of the reporter to alkalinization, although the effect of the mutation of CDRE 2 was more prominent than that of CDRE 1. Removal of both sites further decreased the promoter response to less than 20% of the observed for native version. These results indicate that both sites are functional (although not equally relevant) and that in *K. phaffii* the *PHO89* gene is likely subjected to transcriptional regulation by the calcium-calcineurin pathway. Further support for this notion was obtained by incubating the cells with CaCl_2_ and monitoring the activity of the native and mutated promoters (Fig. 10C). We observed that the *PHO89* reporter was responsive only when rather high concentrations of CaCl_2_ (≥ 0.6 M) were added to the medium and after a relatively long period of incubation (> 4 h). In any case, the induction caused by external calcium was partially abolished by mutation of either CDRE 1 or CDRE 2, and fully eliminated when both sites were altered, thus supporting the calcium-mediated nature of *PHO89* induction in response of alkaline pH.

**Fig. 10:**
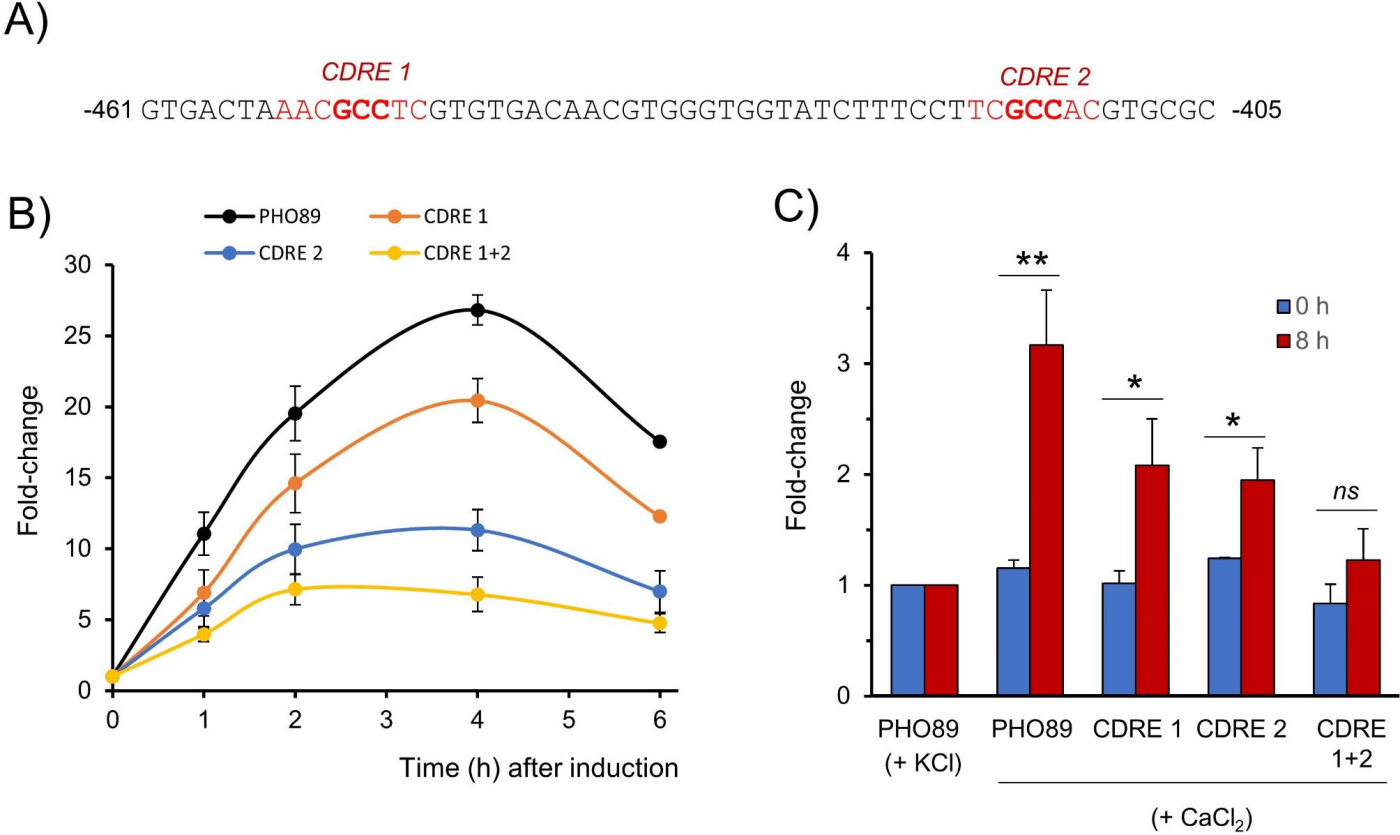
Putative CDRE elements are crucial for pH-dependent induction of *PHO89* expression. (**A**) Putative CDRE elements were identified in the *PHO89* promoter (CDRE 1 and CDRE 2). (**B**) The constant GCC core was mutated individually or in combination (CDRE 1 + 2) and the response of cells bearing *PHO89*-GFP reporters carrying such mutations was compared by flow cytometry with that of the native version (denoted as PHO89). Data is represented as the mean ± SEM of the fold-change in comparison with unstressed cells from 4 experiments. (**C**) Cells bearing the reporters indicated above were incubated for 8 h with 0.6 M KCl or CaCl_2_ and samples taken at t = 0 and 8 h for flow cytometry analysis. Values were compared with cells incubated with KCl to avoid interference of possible osmotic effects. Data is the mean ± SEM of the fold-change from 3 or 4 experiments. *, *p* < 0.05; **, *p* < 0.01; ns, not significant (p > 0.05)

### Expression levels achieved by pH-regulatable alkaline promoters are in the range of those of constitutive promoters commonly used for expression of heterologous proteins

To evaluate the usefulness of the newly discovered alkaline pH-regulatable promoters for industrial application we sought to assess the amount of mRNA generated in comparison with that of genes whose expression is driven from well-known constitutive promoters widely used for heterologous protein production [25]. To this end we calculated the RPKM (reads per kilobase per million mapped reads) values for each condition, which allow comparing gene expression values within a sample. As shown in Fig. 11, expression of *HSP12* and *TSA1* nearly matched that of GAP, and it was from 65 to 75% of that of *TEF1*, which was the second most potently transcribed gene in our dataset. 

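*HSP12* reached 10400 ± 4260 RPKM (mean ± SD) at pH 8.2 after 30 min, rank 4 of all genes in that group, and 5920 ± 123 RPKM on glycerol at pH 8.0. *TSA1* reached 12000 ± 797 RPKM on glucose after 30 min, rank 3 in that group, and rank 6 at pH 8.2 after 30 min. The gene with the second highest mean over all libraries is PAS_FragB_0052. As percent of it in the same group, *HSP12* stood at 71.8% at pH 8.2 after 30 min and *TSA1* at 83.6% on glucose and 54.8% at pH 8.2. At pH 8.2 these shares rest on single cultures: without replicate 2 of 30 min *HSP12* is at 47.3% and *TSA1* at 18.4%, and without replicate 1 they are at 100.4% and 97.4%.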

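*PHO89* rose from 41.4 ± 2.11 to 3490 ± 424 RPKM on glycerol at pH 8.0 after 30 min, a ratio of 84.2, and by ratios of 81.0 at pH 8.2 and 74.3 on glucose at 30 min. At 3490 RPKM it stood above *PGK1* on glycerol (1360 ± 145 at time zero) and above *TPI1* on glycerol (702 ± 7.26) and on glucose (1510 ± 326). *PGK1* on glucose was 2920 ± 466 at time zero and 3390 ± 720 at 15 min. *PHO89* was the gene with the largest ratio to time zero at pH 8.2 after 15 min and on glucose after 30 min. A hypothetical protein gene, C4R7M8, rose by larger ratios from a low level, 172 on glycerol at pH 8.0 after 30 min and 267 at pH 8.2 after 60 min.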

*PHO89* was the most intensely induced gene by alkalinization (nearly 90-fold, see Additional File 1, Supp. Figure 3 and Additional File 2), and its expression level in cells grown on glycerol was higher than that of *PGK1* or *TPI1* in cells growing on either carbon sources. Therefore, the mRNA levels attained upon induction from alkaline pH-regulatable promoters are high enough to suggest that they could be used to develop novel platforms for heterologous protein expression in *K. phaffii*.

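*PHO89* ranked 55 of all genes at 30 min and pH 8.0, or 23.0% of PAS_FragB_0052. *ZRT1* (263 ± 22.9 RPKM at pH 8.2 after 30 min, a ratio of 105) combined a low level at time zero (2.51 ± 0.356) with a strong rise. From these levels after the shift, the paper proposes that promoters of such genes could drive heterologous protein expression.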

**Fig. 11:**
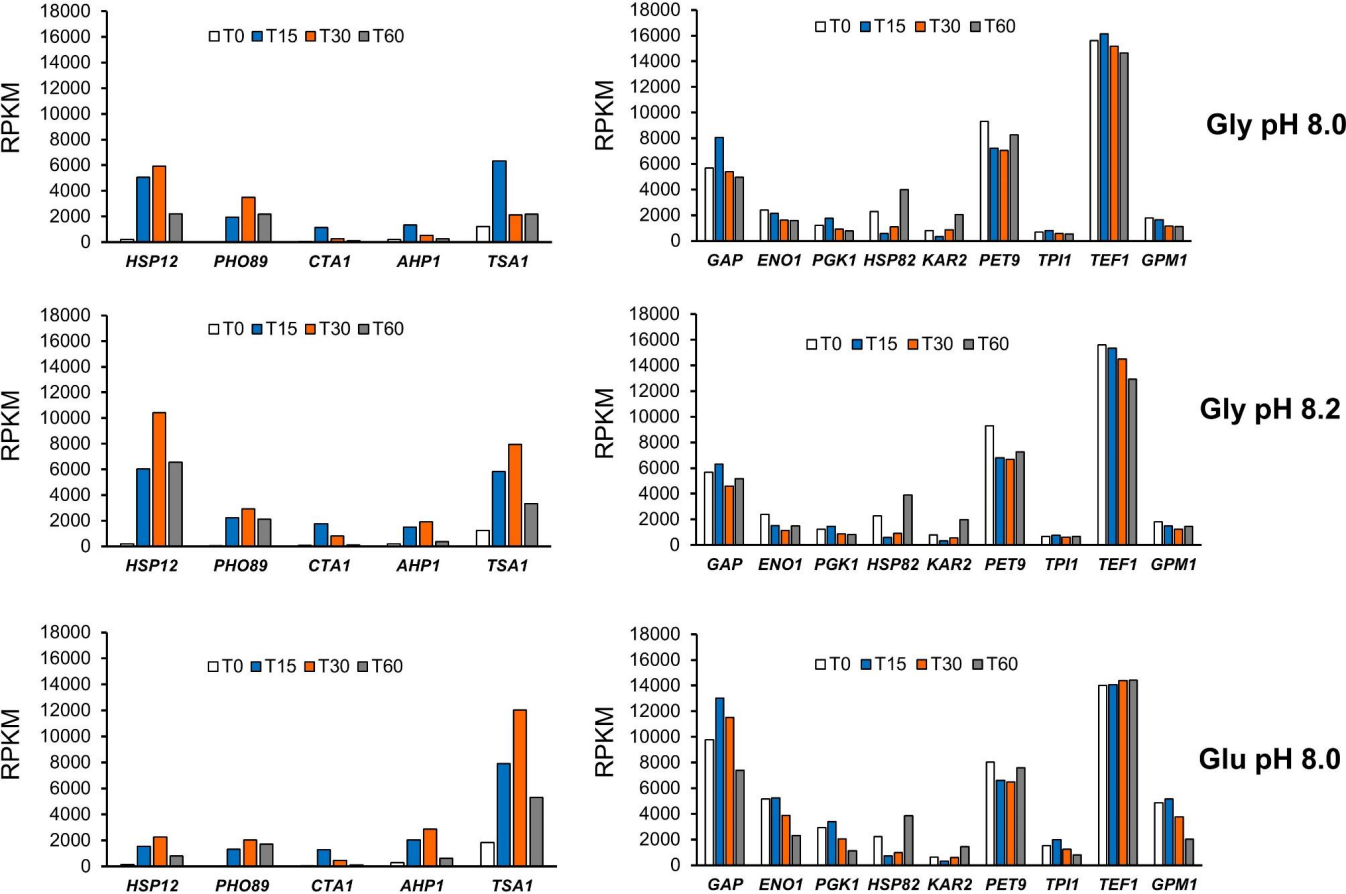
Relative expression of selected alkaline pH-inducible genes and constitutively expressed genes whose promoters are widely used for heterologous protein expression. The RPKM (reads per kilobase per million mapped reads) were calculated for each gene and condition in our dataset and plotted for five selected alkaline-inducible genes and nine constitutive genes (the latter selected from Table 1 in reference [25]). The scale of the Y axes has been kept the same in all graphs to facilitate comparison

## Discussion

Work in the last twenty years has shown that environmental alkalinization results in robust transcriptional remodeling that affects hundreds of genes not only in *S. cerevisiae* [7, 12, 13, 26–28], but also in other fungi such as *C. albicans* [29], *Aspergillus nidulans* [29, 30] or the mycotrophic fungus *Trichoderma virens* [31]. Data presented in this report indicates that this is also the case for the methylotrophic yeast *K. phaffii*, for which we detect over 700 genes up- or down-regulated. This was somewhat surprising, since even at the higher pH tested (8.2) the impact on growth rate was relatively mild (see Additional File 1, Supp. Figure 4) in comparison with *S. cerevisiae*, which hardly grows at pH 8.2 or above. 

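*PHO89*, *HSP12*, *ZRT1* and *ARN1-3* (C4R573) are among the 10 largest rises on glycerol and on glucose at pH 8.0, and *PHO84* (C4R3N5), *GDH3*, *GLN3*, *SSA4*, *HSP104* and *MEP1* among the 10 largest falls on both. Across the genes changed in either course, the log2 fold changes on glycerol and glucose correlate at r = 0.89, 0.91 and 0.85 at 15, 30 and 60 min; genes are not independent replicates. Genes that part from this include *FET3*, unchanged on glucose at 15 min (0.08) and different from glycerol by 1.58 (SE 0.17, adjusted p = 2.1e-05), and *MXR1*, which rose less on glucose (-1.36 at 15 min).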

We also observe that the overall response is quite similar irrespectively of the carbon source used (Fig. 1). On the other hand, increasing the intensity of the stress (from pH 8.0 to 8.2) tends to delay the transcriptional response (Figs. 1B and C and 3). This is reminiscent of what has been reported in response to osmotic stress in *S. cerevisiae* [32–34], likely as a result of a more prolonged adaptation phase until effective transcription occurs.

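*LEU1* fell to -2.53 (SE 0.29, adjusted p = 7.6e-07) at 60 min at pH 8.2 against -1.05 at pH 8.0, and *ARN1-3* (C4R468) rose by 2.56 against 1.46. *CTH1* was highest at 60 min at pH 8.2 and at 30 min at pH 8.0. In the main fit no gene passes the direct test of pH 8.2 against pH 8.0; for these genes at 60 min the adjusted p is 0.098, 0.129 and 0.0804. With all 4 glycerol libraries of time zero as the baseline of both courses 353 genes pass at 60 min, and 30 with the replicate number as a block; the shared baseline cancels, so the 353 also hold the difference between the courses before stress (505 genes higher and 327 lower at the adjusted p). Across the changed genes, the log2 fold changes at pH 8.2 and pH 8.0 correlate at r = 0.96, 0.95 and 0.94 at 15, 30 and 60 min, and genes are not independent replicates. The slope of pH 8.2 on pH 8.0 is 1.00, 1.01 and 1.13 at these times. From the counts and peaks at pH 8.2, the paper states that stronger stress tends to delay the response.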

We show that alkaline pH leads to the development of a situation of oxidative stress in *K. phaffii*. This was previously observed for *S. cerevisiae* [7, 12, 35], although it was not reported in the case of *C. albicans* [29]. We also detect a marked increase in a subset of genes required for assimilation of iron and copper. The induction of this kind of genes upon alkalinization has been observed in *S. cerevisiae* and *C. albicans* [12, 28, 29] and the availability of these metals at alkaline pH has been shown to be a limiting factor for growth in *S. cerevisiae* and *S. pombe* [35, 36]. However, the specific expression profile of iron-related genes in *K. phaffii* is somewhat particular. Indeed, many genes belonging to the non-reductive uptake system, encoding siderophore transporters as well as the oxygen-independent low-affinity plasma membrane iron and copper transporter Fet4, were induced. In contrast, the genes encoding the copper-dependent high-affinity iron import complex Fet3/Ftr1, as well as a putative homolog of Fre3, one of the cell surface metalloreductases that cooperates with Fet3/Ftr1 [see [37] and references therein] were clearly repressed. Whereas induction of genes relevant for the non-reductive pathway could be mainly attributed to the decreased bioavailability of iron, derived from the low solubility of this metal (particularly as Fe^+ 3^) at neutral and alkaline pH [38], the decrease in mRNA of *FET3* and *FTR1* could be due to the concurrent condition of oxidative stress. In this regard, it has been shown that in *S. cerevisiae* under oxidative stress caused by *ter*-butyl hydroperoxide [39, 40] or arsenate [41] *FTR1* and *FET3* mRNA levels are maintained low by transcript destabilization through the general 5’–3’ mRNA decay pathway. This response would allow redirecting iron assimilation through the non-reductive pathway, thus diminishing oxidative damage derived from ferrous ions import through the Ftr1/Fet3 complexes [38]. In contrast, putative *FTR1* and *FET3* homologs are found induced upon environmental alkalinization in *C. albicans* [29].

Related to iron metabolism, we also observe induction of the gene encoding C4R7J6 (named here *CTH1*), which is the closest relative to *S. cerevisiae* Cth1 and Cth2 (Tis11) proteins. It is known that, in *S. cerevisiae*, Cth2 acts as a mRNA-binding protein that, by posttranscriptional inhibition, restricts the expression of genes coding for iron-containing proteins or that participate in iron-consuming processes [see [37] and references therein]. These include components of the mitochondrial electron transport chain or the tricarboxylic acid (TCA) cycle. Indeed, we observe a marked decrease in the genes encoding proteins containing iron-sulfur clusters (Figs. 2 and 3), such as *SDH2*, *LEU1*, *LYS4*, *ACO1*, *ACO2*, *GLT1*, and *GRX3*, among others. 

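*CTH1* rose on glycerol at pH 8.2 by 1.21 (SE 0.31, adjusted p = 0.00449) and 2.17 (SE 0.31, adjusted p = 1.7e-05) at 15 and 30 min on the log2 scale. Mean RPKM moved from 22.8 ± 1.09 to 202 ± 119 by 60 min. On glycerol at pH 8.0 it rose by 1.5 (SE 0.27, adjusted p = 0.00016) and 1.98 (SE 0.31, adjusted p = 5.5e-05) at 15 and 30 min. On glucose it did not rise (0.43 at 15 min), and its change differed from that on glycerol by -1.98 (SE 0.44, adjusted p = 0.0277) at 30 min and -2.12 (SE 0.44, adjusted p = 0.00825) at 60 min. Without replicate 2 of glucose at time zero the difference at 60 min is -1.75 (adjusted p = 0.0622). Before stress it stood higher on glucose than on glycerol by 1.93. The rise at pH 8.2 after 15 min misses the adjusted p without replicate 1 of that time (0.78 [adjusted p = 0.0854]).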

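At pH 8.2 after 60 min *ACO1* fell to -2.6 (SE 0.3, adjusted p = 7.1e-07), *GLT1* to -1.43, *LYS4* to -1.28 and *GRX3* to -0.98 (SE 0.08, adjusted p = 2.2e-08) on the log2 scale. *SDH2* and *LEU1* fell earlier too, to -2.54 and -1.46 at 30 min, both past the adjusted p. *LYS4* did not fall at 15 or 30 min (0.04 at 30 min). The study names these genes from these samples.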

Repression of iron-sulfur containing genes (*SDH2*, *GLT1*, *COX15*, among others) can be also observed in *C. albicans* [29]. In addition, we detect an overall repression of genes involved in oxidative phosphorylation, mostly encoding components of the electron transport chain, as well as additional elements of the TCA cycle, such as isocitrate dehydrogenase (C4R142) or the Kgd2 subunit of α-ketoglutarate dehydrogenase, which possibly contribute to the smaller growth rate of the culture in the first few hours (Additional File 1, Supp. Figure 4). Therefore, it is likely that most of the changes described above would be the result of the combination of iron unavailability and oxidative stress. It is worth noting that in the halotolerant yeast *Debaryomyces hansenii*, which is mainly a respiratory yeast, a down-regulation of genes involved in glycolysis and oxidative phosphorylation was also reported in response to alkalinization of the medium [42].

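*KGD2* fell early and turned back, on glycerol at pH 8.0 to -1.12 (SE 0.1, adjusted p = 2.7e-08), -0.99 and -0.47 at 15, 30 and 60 min. At pH 8.2 it fell to -0.94 (SE 0.11, adjusted p = 2.5e-06) at 15 min. Its remaining fall at pH 8.2 after 60 min (-0.35) misses the adjusted p without replicate 2 of that time (-0.16, adjusted p = 0.315) or replicate 1 of time zero (-0.30, adjusted p = 0.0936). The isocitrate dehydrogenase gene C4R142 (*IDP2*) fell to -1.08 (SE 0.37, adjusted p = 0.0297) on glycerol at pH 8.0 after 30 min and -1.19 (SE 0.37, adjusted p = 0.0176) on glucose after 15 min, and was near time zero at 60 min. Both calls are lost with 1 library left out: -1.08 (adjusted p = 0.0863) without replicate 1 of 30 min on glycerol, and -0.88 (adjusted p = 0.181) without replicate 2 of 15 min on glucose. At pH 8.2 after 60 min, 7 of 10 described genes of the tricarboxylic acid cycle were lower and 1 higher (median -1.01, camera adjusted p = 0.018 with the preset correlation and 0.649 with the estimated one).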

Diverse metabolic pathways are upregulated in *K. phaffii* by high external pH, including the biosynthesis of arginine and sulfur-containing amino acids, as well as the biosynthesis of thiamine. The behavior of arginine metabolism in response to alkalinization appears to be species dependent. Thus, in *S. cerevisiae*, genes involved in arginine biosynthesis are consistently up-regulated [7, 10, 13, 26], although *CAR1* and *CAR2*, involved in arginine utilization, appear also up-regulated. Up-regulation of arginine biosynthetic genes is also observed in *A. nidulans*, accompanied by a strong down-regulation of AN8279, encoding a homolog of the plasma-membrane arginine transporters *CAN1* and *GAP1* [30]. In sharp contrast, the expression pattern in *C. albicans* in response to alkaline pH is the opposite: biosynthetic genes are repressed, and degradative ones are induced [29]. Concerning methionine metabolism, alkaline pH triggers the induction of the biosynthetic pathway in *S. cerevisiae*, including genes (*MUP1*, *MUP2*) involved in the uptake of the amino acid [7, 10, 26]. In contrast, the effect of alkalinization on this pathway seems very limited in *C. albicans* and none in *A. nidulans* [29, 30]. It is worth noting that, in addition to environmental alkalinization, a concomitant induction of genes involved in biosynthesis of arginine and methionine has been observed by transcriptomic and/or metabolomic analyses in *S. cerevisiae* cells subjected to different forms of stress, such as heat stress [43, 44], arsenate [45] and sulfur dioxide [46] treatments, or potassium starvation [47]. It is suggestive that all these stress conditions are accompanied by a situation of oxidative stress, as we show here for *K. phaffii* under alkaline stress. Therefore, it is tempting to speculate that the concerted induction of arginine and methionine biosynthetic genes would be a response to oxidative stress elicited by extracellular alkalinization. This scenario is supported by the previous observation that the beneficial effect on ethanol tolerance in *S. cerevisiae* derived from arginine overproduction was, at least in part, due to decreased ROS production [48]. In addition, deletion of diverse genes encoding methionine or arginine biosynthetic genes was shown to strongly decrease tolerance to sulfur dioxide stress [46]. Interestingly, in *C. albicans*, where arginine biosynthesis is repressed and methionine biosynthetic genes are barely affected, exposure to alkaline pH does not generate a strong transcriptional oxidative stress response and, in fact, diverse genes induced in *K. phaffii* are even repressed (i.e., *SOD2*, *CAT1*, *TTR1, AHP1* or *HSP21*).

The increased expression of thiamine biosynthetic genes observed here is intriguing because this is a very expensive process from the point of view of energy and it is mainly regulated at the transcriptional level [see [49] and references therein]. Indeed, their expression seems largely unchanged in alkali-treated cultures of *S. cerevisiae*, *C. albicans* or *A. nidulans*. Still, the emergence of these genes as induced in *K. phaffii* could be related to oxidative stress. For instance, some of them (i.e. *THI13, THI4, THI20, or THI6*) were identified as activated in response of heat shock [44] and, in addition, an increase in both the transcript levels and the enzymatic activity was observed for Thi4 and Thi6 in yeast subjected to oxidative stress by hydrogen peroxide [50].

We have found that diverse genes involved in the response to phosphate scarcity are induced by alkalinization in *K. phaffii*. Among them, the Na^+^/Pi transporter *PHO89* was among the most potently induced genes. Induction of *PHO89* by low phosphate conditions in *K. phaffii* was reported earlier [51] and these same authors highlighted the presence of two putative Pho4 binding sites (CACGTG/T) at positions − 583 and − 414 from the initiating ATG (albeit these sites were not further characterized). We reported long ago [7, 12] that, in *S. cerevisiae*, alkaline pH induction of *PHO89* was largely dependent on the activation of the calcineurin pathway and the Crz1 transcription factor. Our data demonstrates that in *K. phaffii* the *PHO89* promoter contains a tandem of two putative Crz1 binding sites, located at positions − 405/-461 that, working together, are almost fully responsible for the alkaline pH response of this gene. These sites are also responsible for the induction of *PHO89* in response to extracellular calcium. It must be noted that *K. phaffii* seems rather refractory to the internalization of extracellular calcium under standard growth conditions, since very high amounts of the cation must be added to elicit *PHO89* induction. In any case, our data suggest that environmental alkalinization promotes the entry of extracellular calcium in *K. phaffii* which, through activation of calcineurin and the Crz1 transcription factor, would activate *PHO89* expression. In addition to *S. cerevisiae* [7, 12], the sensitivity of *PHO89* to alkaline pH has been also documented for *Candida albicans* [8, 29] and *Aspergillus nidulans* [30]. Therefore, the regulation of this Na^+^/Pi antiporter gene by high pH through the calcium/calcineurin signaling seems a widespread feature in fungi, pointing out to a conserved mechanism.

It is worth noting that, together with *PHO89*, previous work in *S. cerevisiae* [12, 28] and *C. albicans* [29] has identified also the gene encoding the H^+^/Pi cotransporter *PHO84* as upregulated in response to high pH. 

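C4R3N5 fell at pH 8.2 to -3.98, -6.41 (SE 0.13, adjusted p = 9.1e-18) and -6.32 on the log2 scale at 15, 30 and 60 min. Its RPKM went from 519 ± 57 to 5.14 ± 0.942 at 30 min. C4R7K5 fell later, to -1.72 and -2.08 (SE 0.27, adjusted p = 3.6e-06) at pH 8.2 and -1.54 and -2.09 (SE 0.27, adjusted p = 7.2e-06) on glucose at 30 and 60 min. At 15 min it had not changed (0.52 in both courses). On glucose the fall of C4R3N5 was shallower than on glycerol at pH 8.0, by 0.88 (SE 0.17, adjusted p = 0.00604) at 15 min and 1.34 (SE 0.18, adjusted p = 0.00044) at 30 min.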

*K. phaffii* contains two genes encoding Pho84-like proteins (C4R3N5 and C4R7K5) but, in this case, we observe a strong decrease in their mRNA levels, particularly in the case of C4R3N5. Indeed, analysis of the gene promoter by using a GFP reporter confirmed a moderate and relatively slow decrease in activity (Fig. 9). However, it is difficult to justify the very fast and potent decrease in *PHO84* mRNA levels solely based on promoter repression. One possible explanation would be a rapid destabilization of *PHO84* mRNA. In fact, a fast mRNA destabilization upon environmental alkalinization was shown to be a general trait for genes showing a reduction in their mRNA levels in *S. cerevisiae* [27]. While the downregulation of putative Pho84-encoding genes in response to high pH observed here might appear surprising, it is worth mentioning that the recent analysis of the transcriptome of *A. nidulans* in response to alkalinization [30] reveals a clear down-regulation (∼4-fold) of ANIA_01612, which codes for the closest relative to *S. cerevisiae* Pho84. Therefore, it seems that whereas induction of *PHO89* by high pH appears a common feature in fungi, the specific response of Pho84-encoding genes appears very much determined by the fungal species.

## Conclusions

In conclusion, our work has uncovered a vast array of genes that are sensitive to a moderate alkalinization in the yeast *K. phaffii*. Due to the interest of this organism for heterologous protein expression and that (1) modulation of the pH of the medium is a very easy and economical procedure, and (2) the expression level achieved in some cases is comparable to that of well-known strong constitutive promoters, some of these genes may provide novel promoters useful for this purpose. Examples would be *HSP12*, *TSA1* or even *PHO89*, a gene potently induced by alkaline pH and whose performance in response to phosphate starvation was previously found to be comparable to that of well-known strong *K. phaffii* promoters, such as of the genes encoding translation elongation factor 1α and glyceraldehyde-3-phosphate dehydrogenase [51]. Understanding how *K. phaffii* signals and adapts to moderate alkalinization will provide information to further refine the response of alkaline pH-regulatable promoters to enhance their suitability for protein production at the industrial level.

## Materials and methods

### Yeast strains and growth conditions

*K. phaffii* X-33 was grown at 28 °C in YP medium (10 g/L yeast extract, 20 g/L peptone) supplemented with 20 g/L of glycerol (YPGly) or glucose (YPD) with continuous shaking (230 rpm/min). The medium contained 200 µg/ml of hygromycin B for selection of transformants. Growth data under different pH conditions were obtained by monitoring the OD_600_ in a Bioscreen C apparatus (Thermo Fisher) as described in [52].

### DNA techniques

*Escherichia coli* (strain DH5α) was used as standard plasmid DNA host and was grown in LB medium at 37 °C supplemented with 100 µg/ml hygromycin B when needed for plasmid selection. Transformation of *E. coli*, and standard recombinant DNA techniques were performed as described [53]. Yeast cells were transformed by electroporation following the procedure described in [54].

### Construction of gene reporters

Gene reporters were made by translational fusion to eGFP and subsequent integration in the *K. phaffii* genome. To this end, we amplified by PCR from genomic DNA obtained from strain X-33, using Q5 DNA polymerase (New England Biolabs), the following genomic regions (from the initiating ATG codon): -772/+11 from *PHO89* (PAS_chr2-1_0235); -839/+6 from *GAS1* (PAS_chr1-3_0227), -981/+21 from *PHO84* (PAS_chr3_0141), and − 752/+30 from *GDH3* (PAS_chr1-1_0107). The first three fragments were digested with HindIII and KpnI, whereas the *GDH3* region was digested with BstBI and KpnI. All fragments were ligated into the corresponding sites of plasmid pAHYB–GFP [55] and the mixtures used to transform *E. coli* cells. Positive clones were selected in LB plates containing hygromycin B. The inserts from selected clones were sequenced to ensure the absence of unwanted mutations.

Mutation of the putative CDRE consensus sequences in the *PHO89* promoter was done as follows. Mutation of CDRE-1 (nt -455/-446) was made by two-step PCR, using the pAHYB-PHO89 reporter as template. In the first step, two fragments were amplified using primer pairs Pp_Pho89_Fw / PHO89-CDRE-1-Rev, and PHO89-CDRE-1-Fw / Pp_Pho89_Rev (348 and 492 bp, respectively). Both amplification fragments were diluted and re-amplified with oligos Pp_Pho89_Fw and Pp_Pho89_Rev. For CDRE-2, the strategy was the same but using primers PHO89-CDRE-2-Fw and PHO89-CDRE-2-Rev in the first step reactions, to yield fragments of 381 and 454 nt, respectively. Upon digestion with HindIII and KpnI and cloning into pAHYB-GFP, the resulting constructs were denominated pPHO89-CDRE-1 and pPHO89-CDRE-2, respectively. The double mutation was constructed in parallel by mutating CDRE-2 using pPHO89-CDRE-1 as template, and mutating CDRE-1 using pPHO89-CDRE-2 as amplification source, yielding in both cases plasmid pPHO89-CDRE-1 + 2. In all cases, plasmids were linearized within the *AOX1* promoter with PmeI, and 100 ng of DNA used to electroporate X-33 cells. Transformants were recovered in YPD plates containing hygromycin (200 µg/ml). The correct insertion of the plasmid into the chromosomal *AOX1* locus was confirmed by PCR. Oligonucleotides used in this work and details on their use are documented in Additional file 3. Promoter analysis was performed with the RSAT platform [56].

### RNA purification and RNA-Seq procedures

For the analysis of the transcriptional response of *K. phaffii* to alkalinization of the medium cells were grown overnight on YPD or YPGly medium, and then cultures were diluted in 200 ml of fresh medium at OD_600_ = 0.2 (∼ 10^7^ cells/ml) and grown until an OD_600_ around 0.6. Then two 100 ml-aliquots were centrifuged (5 min at 1000xg). One aliquot was resuspended in the same volume of either fresh YPD or YPGly medium plus 50 mM TAPS pH 5.5 (control cells) or in YPD or YPGly supplemented with 50 mM TAPS adjusted to pH 8.0 or 8.2 (stressed cells). Samples (15 ml) were taken immediately after resuspension in medium at pH 5.5 (time = 0) and, for each stressed culture, after 15, 30 and 60 min. In all cases, samples were placed on ice and immediately centrifuged at 4 °C. Total RNA was extracted with the Ribo Pure™-Yeast kit (Ambion™) following the manufacturer’s instructions. The quality was assessed by capillary electrophoresis in a Bioanalyzer equipment and RNA amounts quantified by measuring the A_260_ in a Nanodrop ND-1000 Spectrophotometer.

mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. After fragmentation, the first strand cDNA was synthesized using random hexamer primers, followed by the second strand cDNA synthesis using dTTP (non-directional library). The library was checked by Qubit™ assay (Thermo Fisher Scientific) and real-time PCR for quantification and size distribution monitored with a Bioanalyzer 2100 equipment (Agilent). Quantified libraries were pooled and sequenced on an Illumina NovaSeq 6000 platform by Novagene Co. Ltd. An average of 22.8 million of single reads per sample were used for subsequent analysis (98.7% were effective reads and 94.49% were Q30 or higher on average). Two biological replicas were done for each condition, except for pH 8.0 at 15 min, for which data from four biological replicas was obtained. DNA sequence data was deposited at NCBI’s Gene Expression Omnibus (GEO) and can be retrieved under study GSE224427.

### Analysis of RNA-Seq data

Mapping of fastq files to generate SAM files was carried out with the Bowtie2 software [57] in local / sensitive mode against the GCA_000027005.1 assembly (https://www.ncbi.nlm.nih.gov/assembly/GCA_000027005.1/), yielding 98.4–99.2% mapped reads. The SeqMonk software v1.48.0 (https://www.bioinformatics.babraham.ac.uk/projects/seqmonk/) was employed to analyze the SAM files. Mapped reads were counted using the RNA-Seq pipeline on mRNA features and differentially expressed genes with respect to time zero were identified using the built-in DESeq2 R package, selecting the multiple testing correction option [58]. Genes with a p-value < 0.01 (FDR < 0.05) and a log2 fold-change <-1 or > 1 were selected for further analysis. Functional annotations were obtained from NCBI’s “Feature Table” of the GCA_000027005.1 assembly and enriched with data retrieved from Uniprot (Proteome ID UP000000314). In addition, to gain for further information, a Blastp search against the proteomes of *Saccharomyces cerevisiae*, *Schizosaccharomyces pombe*, *Candida albicans*, *Aspergillus nidulans* and *Cryptococcus neoformans* proteomes was carried out, setting a p-value threshold of 10^− 30^. Gene Ontology analyses for functional profiling were done with the g.Profiler server (https://biit.cs.ut.ee/gprofiler/gost) using the *K. phaffii* GS115 data from the Ensemble Genomes fungi database.

### Evaluation of reporter expression

For investigation of the response of reporters to pH changes, o/n cultures were diluted in YPD to OD_600_ = 0.3–0.4 and grown until OD_600_ = 0.6. Cultures were split into aliquots (8–12 ml), and the appropriate volume of 1 M KOH added to achieve a final concentration of 20–35 mM (pH 7.4 to 8.4). Samples (0.875 ml) were taken at different times and cells were fixed by mixing with 50 µl of formaldehyde (37.5% solution) for 5 min at room temperature, washed twice with the same volume of cold PBS and finally resuspended in 200–300 µl of PBS. Fluorescence of the samples was analyzed (20,000 cells/sample) in a FACSCanto flow cytometer (Benton & Dickinson) with the FITC filter (excitation 488 nm / emission 530 nm) and/or monitored by fluorescence microscopy in a Nikon Eclipse TE2000-E using the FITC filter (excitation 482 nm / emission 536 nm) with 1000 ms of exposition. Evaluation of the response of the *PHO89* promoter to external calcium was performed similarly but adding calcium to 0.6 M from a 4 M stock solution.

### Monitoring of ROS generation

*K. phaffii* X-33 cells exponentially growing in YPD medium were incubated for 1 h with dihydrorhodamine 123 (D1054, Sigma) at a final concentration of 2.5 µg/ml, as described in [7, 59]. Then, aliquots were taken and treated with KCl or KOH (20 and 30 mM, raising the pH to 7.4 and 8.1, respectively). After 30 min of incubation, samples were taken, cells fixed with formaldehyde as described above, and analyzed by fluorescence microscopy and flow cytometry.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

**Additional file 1**. Supplemental Fig. 1 (ratio of expression of cells growing on glucose or glycerol prior shifting cells to alkaline pH), 2 (transcriptomic profiling of genes selected for construction of GFP reporters), 3 (Induction factor for selected genes based on RPKM values) and 4 (Growth of *K. phaffii* under moderate alkaline pH)

**Additional file 2**. Genes induced and repressed at least 2-fold

**Additional file 3**. Oligonucleotides used in this work

## Data Availability

The datasets generated and analyzed during the current study concerning RNA-seq are available at NCBI’s Gene Expression Omnibus (GEO) and can be retrieved under study GSE224427. Any other data are available from the corresponding author on reasonable request.

# Supplementary material for: Transcriptomic profiling of the yeast Komagataella phaffii in response to environmental alkalinization
**Source:** Microb Cell Fact. 2023 Apr 4;22:63. doi: 10.1186/s12934-023-02074-6
**Supplement:** Supplementary file 1 — Additional file 1. Supplemental Fig. 1 (ratio of expression of cells growing on glucose or glycerol prior shifting cells to alkaline pH), 2 (transcriptomic profiling of genes selected for construction of GFP reporters), 3 (Induction factor for selected genes based on RPKM values) and 4 (Growth of K. phaffii under moderate alkaline pH)

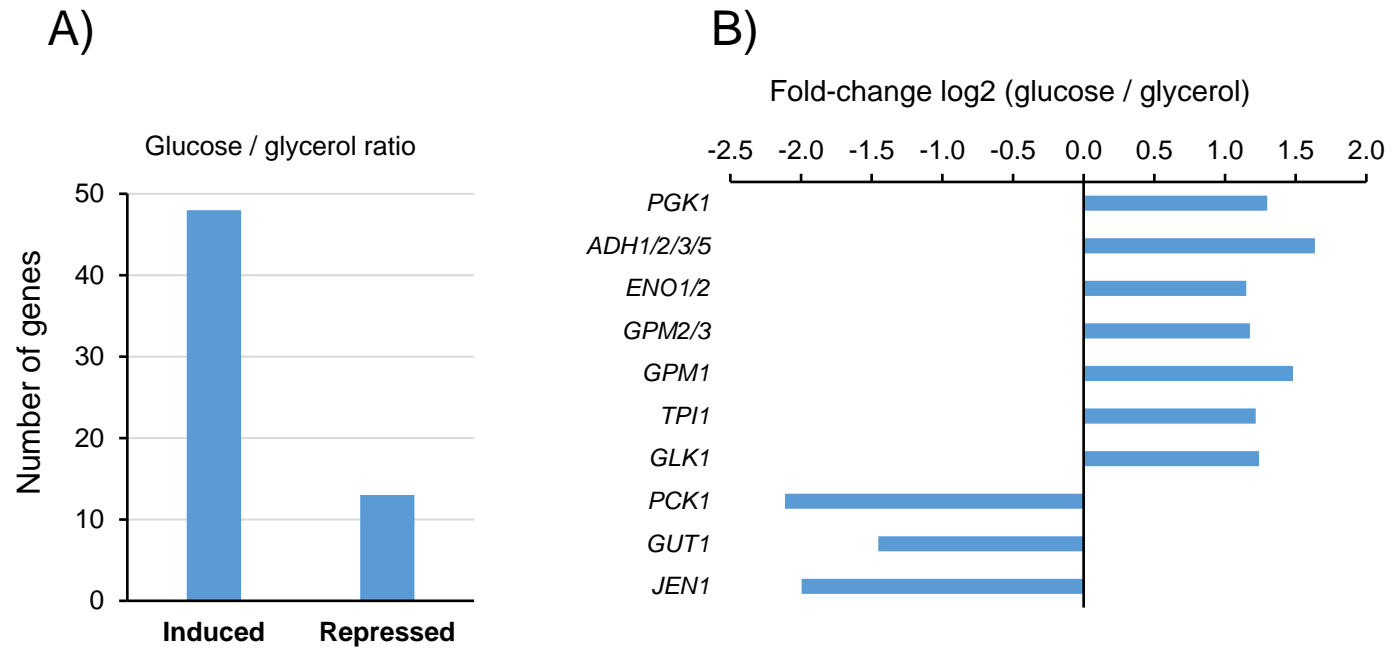

Supp. Figure 1. A) The ratio of expression of cells growing on glucose or glycerol was determined prior shifting cells to alkaline pH. Genes showing a log₂ ratio ≥ 1.0 or ≤ -1.0 were selected. B) Examples of induced genes, required for utilization of glucose, and of repressed genes, necessary for the use of glycerol (*GUT1*) or known to be repressed by glucose (*PCK1*, *JEN1*).

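At time zero, RPKM on glycerol and on glucose (mean ± SD) was 120 ± 59.3 and 27.2 ± 4.1 for *PCK1*, 150 ± 34.2 and 53.6 ± 8.98 for *GUT1*, and 12.5 ± 6.31 and 3.08 ± 1.2 for *JEN1*. For genes used on glucose RPKM was 2390 ± 534 and 5150 ± 997 for *ENO1*, 1750 ± 410 and 5280 ± 1390 for *ADH3*, 738 ± 110 and 1690 ± 322 for *GLK1* and 242 ± 49 and 510 ± 95 for *PFK1*.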

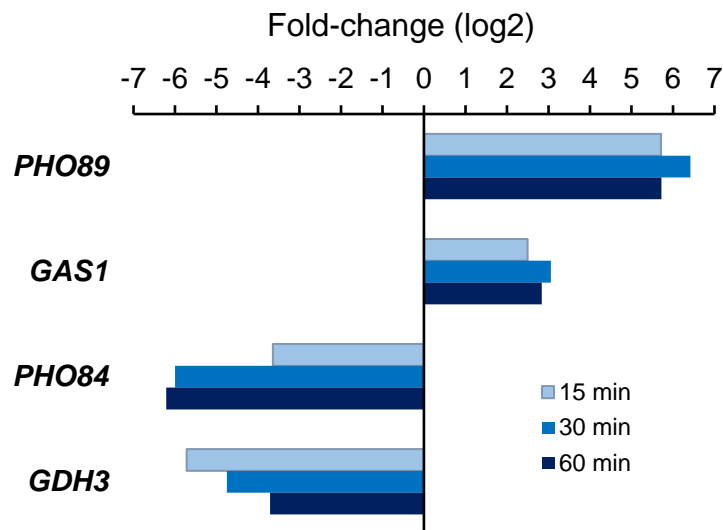

Glycerol pH 8.0

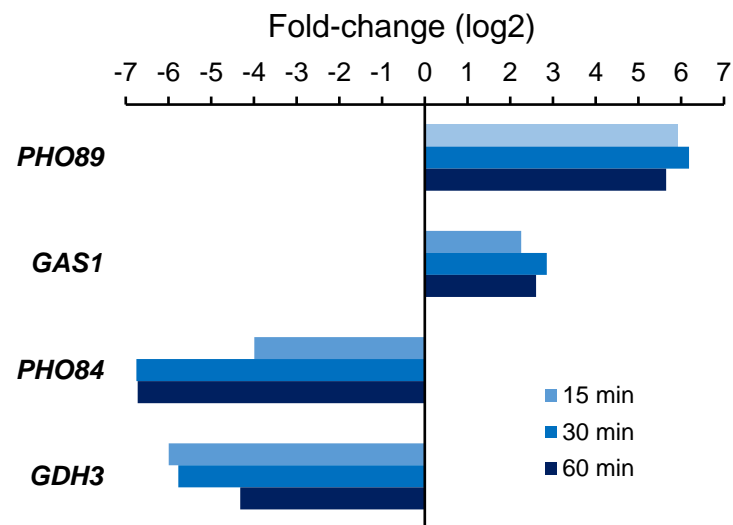

Glycerol pH 8.2

Supp. Figure 2. 

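In glycerol at pH 8.0, RPKM of *GAS1* (C4QVL5) rose from 246 ± 2.48 to 1760 ± 190 at 30 min. *PHO84* (C4R3N5) was at 41 ± 5.67 RPKM at 15 min and 8.76 ± 0.303 at 30 min. *PHO89* stood at 1950 ± 371 RPKM at 15 min and 2180 ± 209 at 60 min, and *GDH3* at 28.6 ± 6.07 at 15 min.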

Transcriptomic profiling of genes selected for construction of GFP reporters. The specific experimental condition is indicated at the bottom of each graph.

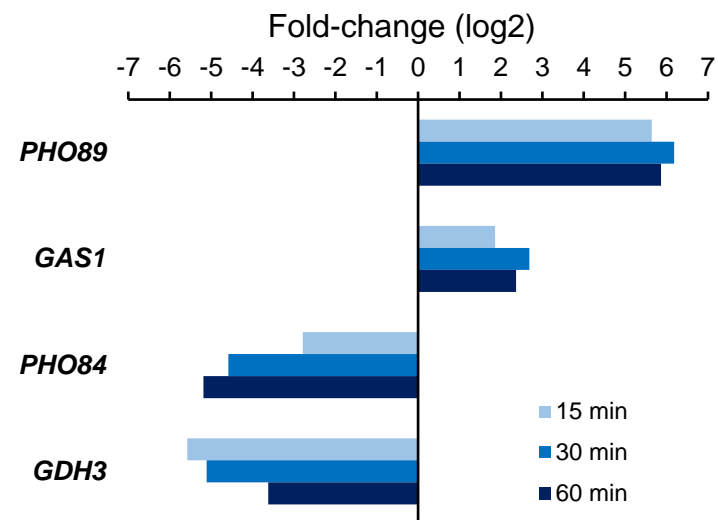

Glucose pH 8.0

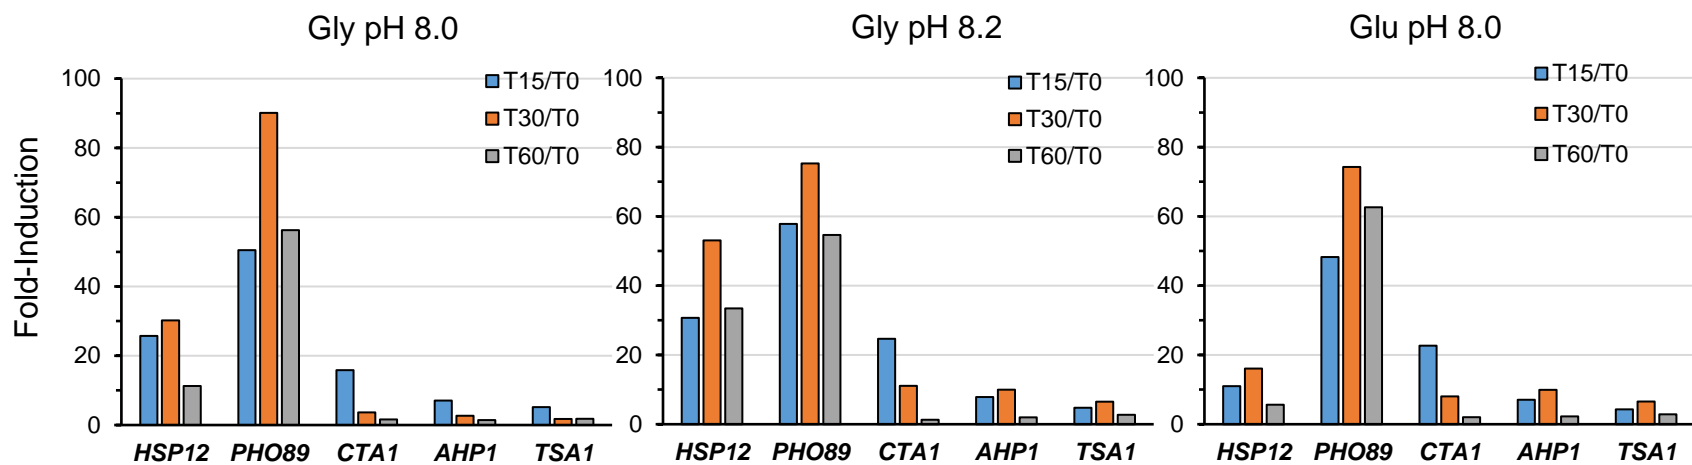

Supp. Figure 3. Induction factor for selected genes based on RPKM values. RPKM values for the indicated genes were determined for each time point and condition and the ratios versus time 0 were calculated and plotted.

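By the ratio of mean RPKM to time zero, *PHO89* stood at 47.2, 84.2 and 52.6 on glycerol at pH 8.0 at 15, 30 and 60 min, and at 62.2, 81.0 and 58.8 at pH 8.2. *HSP12* reached a ratio of 64.6 and *ZRT1* 105 at pH 8.2 after 30 min, and C4R402 54.4 on glucose after 15 min.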

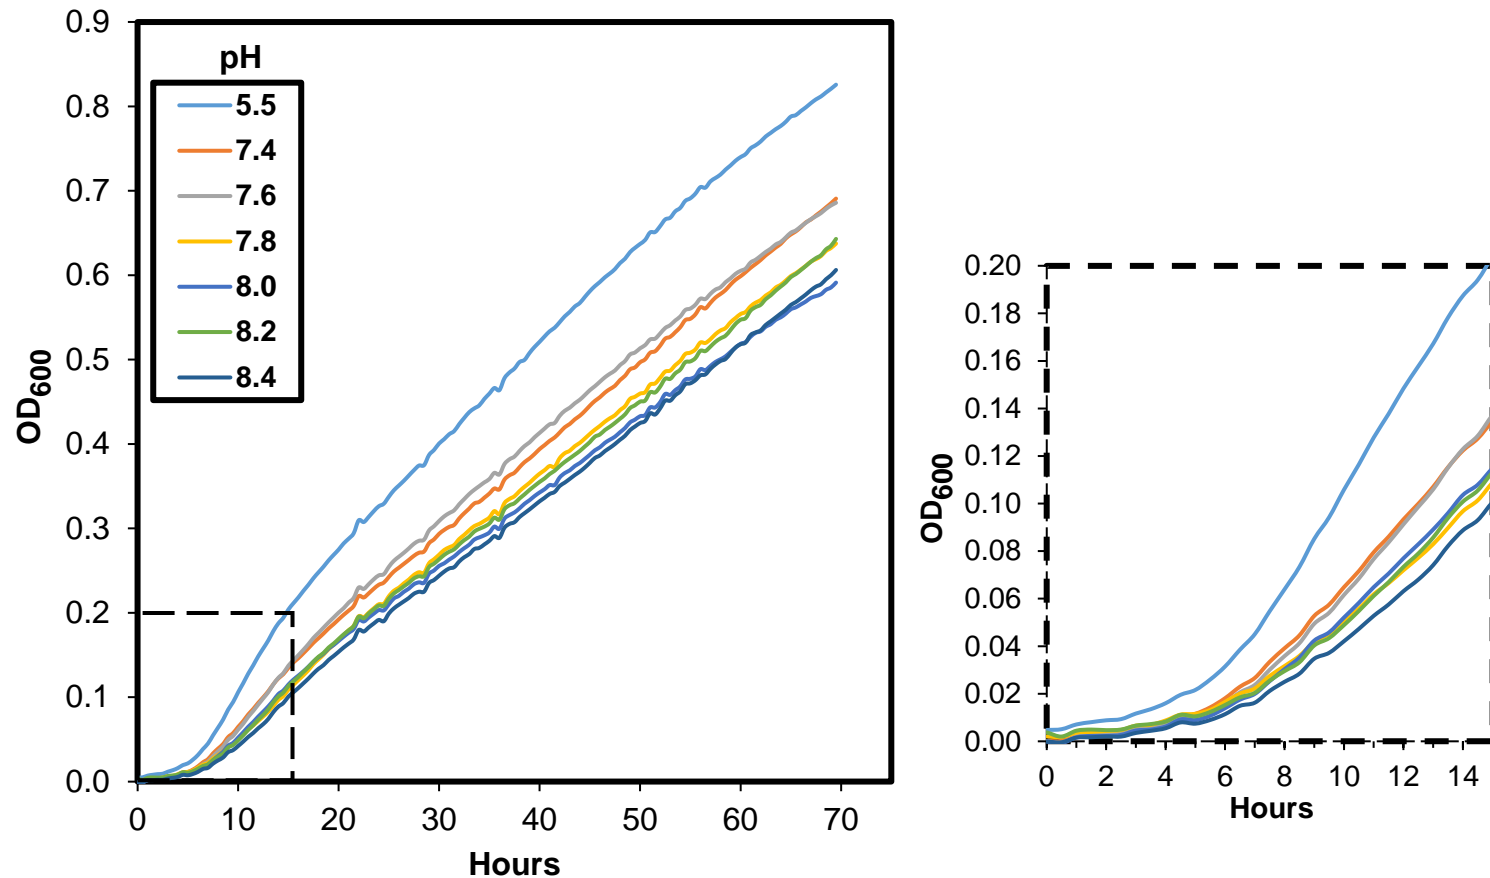

Supp. Figure 4. Growth of *K. phaffii* under moderate alkaline pH. One ml of fresh YPGly, containing 50 mM TAPS and adjusted to pH 5.5 was inoculated with saturated cultures of *K. phaffii* strain X-33 to OD₆₀₀ = 1, and then diluted to OD₆₀₀ = 0.004 and transferred by triplicate to honeycomb plates (Thermo Fisher). Plates were introduced in a Bioscreen C apparatus (Thermo Fisher) and growth resumed at 28 °C with OD₆₀₀ readings every 30 min. Data are mean from 6 biological replicates. SEM values are not included for clarity, and for most data points ranged from 2 to 4% of the corresponding density value. The small graph at the right is an expanded view of the first 15 h of culture.

How the deposited data were processed for this re-analysis (not part of the article)

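The 26 RNA-seq libraries of *K. phaffii* X-33 were analysed: glycerol cultures moved to pH 8.0 (10 libraries), glycerol cultures moved to pH 8.2 (8) and glucose cultures moved to pH 8.0 (8), each sampled at 0, 15, 30 and 60 min. The group, time and replicate of every library were taken from the study's sample records, and none of the library columns was left without a record. Groups hold 2 libraries, and glycerol at pH 8.0 after 15 min holds 4. By the paper's methods each stressed culture was sampled at 15, 30 and 60 min, so the libraries come from fewer cultures; the main fit takes them as independent. Time zero was sampled right after resuspension at pH 5.5, and no culture at pH 5.5 was sampled later.

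The authors made non-directional libraries from poly-A RNA, sequenced single reads on an Illumina sequencer, and mapped them with Bowtie2 in local and sensitive mode to the GS115 assembly; the versions of Bowtie2 and DESeq2 are not stated. The deposited expression table holds RPKM, which the authors computed with SeqMonk v1.48.0 as reads per kilobase of gene model, scaled to 1e6 mapped reads, 1 column per library, not on a log scale. Each value times the gene length is a whole multiple of 1 step per library (at least 99.82% of values to within 0.01 read), and from that step the number of reads behind each library was recovered. It was 16.3 to 20.4 M reads (M = 1e6; median 18.6), and 92.4 to 93.9% of the reads lay in the 5040 genes. A value of 1 RPKM therefore rests on about 1 read per kilobase and M reads, and 124 of all values are exactly 0. For genes with at least 20 reads, mean chi-square per gene between replicates (1 under counting error alone) is 5.21 at the least and 109.73 at the most. It is 1.51 to 3.26 for genes under 5 RPKM on average and 11.69 to 318.95 for genes of at least 100 RPKM, a split added after the data were seen, so counting error is a larger part of the spread in low genes. A second deposited table holds the log2 fold change of 772 genes that the authors called with DESeq2 against time zero, and the p-value that the authors give beside each of these; both are blank where the authors' threshold was not reached. Those values were used here only for names and descriptions of genes, for the overlap of the called sets and to see which time zero libraries lie nearest to them (on glycerol all 4 together, with an SD of the difference of 0.087 to 0.128, against 0.182 to 0.201 for the 2 of the course); the log2 fold changes and p-values in the passages were computed anew from RPKM.

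The tests were run on RPKM, the deposited unit, with no count model; the recovered reads served only for depth and counting error. The values were taken as log2(RPKM + 1), and limma 3.58.1 (R 4.3.3) fitted 1 mean per group over all 26 libraries, with 14 residual degrees of freedom and empirical Bayes moderation with a trend on mean expression. Genes with RPKM of at least 1 in at least 2 libraries were kept, 5034 of 5040. Each stressed group was compared with time zero of its own course, glucose at time zero with the mean of both glycerol groups at time zero, and the change at pH 8.2 or on glucose with the change on glycerol at pH 8.0 (a difference of differences). P-values were adjusted by Benjamini and Hochberg within each comparison. A gene was called changed at an adjusted p below 0.05, an unadjusted p below 0.01 and a log2 fold change of at least 1 in size. The differences of differences were called at the adjusted p alone.

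Tested on simulated data with 200 changed genes among 5034 (10 simulations), limma passed 88.3, 97.5 and 100% of genes changed by 1.5-, 2- and 4-fold at the adjusted p for glycerol at pH 8.0 after 15 min, and 82.8, 95.6 and 99.4% at pH 8.2 after 60 min. With the size threshold added, 49.5 and 48.4% of genes changed exactly 2-fold were called. For the differences of differences at 60 min, 54.7, 90.3 and 98.9% passed for glucose and 62, 90.2 and 98.5% for pH 8.2; unchanged genes made up at most 5.4% of the genes past the test, and 0 genes were called in the wrong direction. The simulated noise was normal and independent between libraries, with a single spread per gene, and genes changed in a single group. Real libraries share cultures and differ in spread between groups, so these rates may not hold for them. They do not show that differences of these sizes would have been found here.

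Gene names are those the authors' table pairs with UniProt accessions (507 names and 772 descriptions), mostly names of *Saccharomyces cerevisiae* matches; a gene with no name there is given by its accession. All 5040 gene models match the reference table of assembly ASM2700v1 in start and end. The libraries do not keep the strand, so the reads of 150 overlapping gene models cannot be told apart, and reads of near-identical copies were not examined here. Gene groups came from 38 keyword lists over the descriptions, of which 23 have at least 4 described members and were tested with limma's camera (preset correlation 0.01) over the described genes, and from the gene panels of the study's figures, which the study chose on these samples. Because descriptions cover only the 772 genes called by the authors, those genes served as background for the lists. In 2 panels, 1 gene (*MUP1* and *FET4*) was first taken for its namesake and exchanged after its values had been seen. The 763 changed genes were grouped by k-means with 100 starts into 10 groups (Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1; figures with matplotlib 3.10.9), and lists were set against groups with Fisher's exact test.

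The genes named in the text follow a rule written before the data were examined, as were all settings here unless stated otherwise. It takes every gene the study names in its text or figure panels, and per course the 10 called genes with the largest rise and the 10 with the largest fall at any time, with every stressed library beyond every time zero library and mean RPKM of at least 5. It also takes 5 in each direction for time zero and for each difference of differences, and 2 to 4 members with the largest changes within a list. The study's own table of called genes had been read for names when the rule was written, so its values count as seen. Genes named for sharing a difference between replicate cultures were chosen after their values were seen.

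These alternatives were tried, 1 at a time: a pseudocount of 0.1 or 5, no filter, a filter on mean RPKM of at least 10, median-ratio scaling of the libraries, all 4 glycerol libraries of time zero as the baseline of both glycerol courses, a fit with only the libraries of the course, the replicate number as a block, limma without the trend, 8 groups in k-means, camera with an estimated correlation, and each of the 26 libraries left out. Only replicates 1 and 2, or only 3 and 4, of glycerol at pH 8.0 after 15 min, and a block by series of library codes, were added later. The gene names *PHO91*, *PPN1*, *PHO8*, *MRS4*, *QCR10* and *SDH3* of the study are paired with no accession in its tables, and these genes are not described here by name. Some other genes that the study names are not reported here. Growth, reporter, dye and protein measurements of the study were not analysed here.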

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

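No test in this part was chosen after its result was seen, and no explanation was tested for these results. In glycerol at pH 8.0 after 15 min, the only group with 4 libraries, 1 library lies far from the other 3 for 5 of 116 named genes. Chance gives 1 in 20 if the 4 libraries are alike, but replicates 1 and 2 part from 3 and 4. Deviations from the group mean correlate at 0.57 between 1 and 2, 0.23 between 3 and 4, and -0.60 to -0.78 across. A search for 1 far library cannot see such a split, so the count does not show that the 4 agree. For *CAR2*, replicate 2 is at 330 RPKM (others 364 to 369). For *GAP1*, replicate 3 is at 109 (78.7 to 81.8). For *MUP1* (C4R3B3), replicate 3 is at 2.7 (3.65 to 3.84). For *FET4* (C4R6L2), replicate 1 is at 5.38 (4.06 to 4.24). For *RIP1*, replicate 4 is at 686 (760 to 775).

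The response on glucose differed from that on glycerol at pH 8.0 for 302 genes at 15 min, 65 at 30 min and 297 at 60 min (limma, change on glucose minus change on glycerol, adjusted p below 0.05). At 15 min the largest differences toward higher on glucose were in *YMR244W* (1.63), the iron oxidase gene *FET3* (1.58), the peroxisomal reductase gene C4R343 (1.5), C4R8M1 (1.42) and the iron permease gene *FTR1* (1.35). The largest toward lower were in *TMA10* (-3.51), the mitochondrial phosphate carrier gene *PIC2* (-2.8), the inositol transporter gene C4R922 (-2.2), *RGI2* (-2.2) and C4QXV2 (-2.02). At 30 min they were C4R343 (1.37), *PHO84* (C4R3N5, 1.34), *YMR244W* (1.29) and the replication genes *MCM3* (1.04) and *CDC6* (1.0), against *TMA10* (-3.08), C4R5J4 (-2.42), *PIC2* (-2.35), *RGI2* (-2.24) and *CAR1* (C4R298, -2.04). At 60 min they were the nitrilase gene *NIT1* (2.14), *YOR338W* (1.89), C4R6P5 (1.6), *BER1* (1.36) and *MCM3* (1.34), against *TMA10* (-4.21), *RGI2* (-2.84), C4QWF6 (-2.66), *PIC2* (-2.21) and *CTH1* (-2.12). *TMA10*, *RGI2* and *PIC2* started higher on glucose, at 97.6, 262 and 57.2 RPKM against 8.54, 35.6 and 16.9 on glycerol, and reached 12.9, 54.5 and 8.94 on glucose at 15 min.

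Some of these differences miss the adjusted p when 1 library is left out. At 15 min these are *FTR1* (1.28, adjusted p = 0.071, without replicate 2 of glucose at time zero) and C4QXV2 (-1.82, adjusted p = 0.0959, without replicate 2 of glucose at 15 min). At 30 min they are C4R343 (1.22, adjusted p = 0.156) and *YMR244W* (1.1, adjusted p = 0.0598), both without replicate 2 of glucose at 30 min. Also at 30 min, without replicate 1 of glycerol at time zero, *TMA10* is at -2.77 (adjusted p = 0.11), C4R5J4 at -2.22 (adjusted p = 0.114), *CDC6* at 0.85 (adjusted p = 0.0844) and *MCM3* at 0.92 (adjusted p = 0.0507). At 60 min, *YOR338W* is at 1.69 (adjusted p = 0.128) without replicate 1 of glycerol at time zero and C4R6P5 at 1.38 (adjusted p = 0.157) without replicate 1 of glucose at 60 min. For most of these genes other single libraries of the same groups also decide the call; C4R298, *NIT1* and *CTH1* depend on single libraries as well.

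Among the largest changes are 28 in genes that the study does not name, except that its Background names the *S. cerevisiae* repressor Nrg1. Rises, as the largest log2 fold change of each gene, were C4R7M8 7.69, C4QW76 5.92, C4R4P9 5.72, C4R5B0 4.96 and C4QZZ4 4.58 at pH 8.2 after 60 min, C4R402 5.44 at pH 8.2 after 15 min, *TYE7* 4.56 and *TIP1* 4.08 on glycerol at pH 8.0 after 30 min, and C4R3Q7 3.96 and the ABC transporter gene C4QZC3 3.64 on glucose after 30 min. Falls at pH 8.2 were *GLN3* -4.81 and the vacuolar iron and manganese transporter gene *CCC1* -3.79 after 30 min, the decarboxylase gene *ARO10* -4.55 and the ammonium permease gene *MEP1* -3.49 after 15 min, and *FLO11* -3.21 after 60 min. Falls at pH 8.0 on glycerol were the mucin-like gene C4QZC5 -3.93 after 60 min and *GAT1* -3.53 after 15 min. On glucose they were *SSA4* -4.19, *HSP104* -3.77 and *NRG1* -3.49 after 15 min and the formaldehyde dehydrogenase gene C4R0A4 -3.55 and *TMA10* -3.37 after 30 min. At time zero, glucose minus glycerol was 2.78 for *RGI2*, 2.46 for the multidrug transporter gene *AQR1*, 2.41 for C4R1B2 and 2.39 for C4R3C3, and -1.87 for *YMR244W* and -1.45 for *YOR338W*.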

How the results depend on the processing

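The alternatives with only replicates 1 and 2, or only 3 and 4, of glycerol at pH 8.0 after 15 min and the block by series of library codes were chosen after seeing the data; the others were not. Most results hold: of 1238 comparisons of named genes, 958 pass the adjusted p, and 0 of these pass it in the other direction in any setting. A change of sign that does not pass was not counted. Of the 958, 923 are tested under every alternative set beforehand (mean RPKM of at least 10 drops the rest) and 862 of these pass under all, and 789 of the 958 pass with any single library left out. The union of changed genes, 763, runs from 589 with a pseudocount of 5 to 814 with 0.1, and from 723 to 812 with 1 library left out. A group left with 1 library is assumed to vary like the others. At 16.3 to 20.4 M reads, mean chi-square between replicates (1 under counting error alone) is 1.51 to 3.26 for genes under 5 RPKM and 11.69 to 318.95 for genes of at least 100 RPKM, so depth limits low genes most. For what follows the cause was not tested.

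A pseudocount of 5 lowers the genes down on glucose at time zero from 16 to 10 and the shares of rises with the largest change at 60 min from 45.0 to 35.4% on glycerol at pH 8.0 and from 56.2 to 50.7% at pH 8.2, and moves the share of genes up on glycerol that are also up on glucose from 58.1 to 64.6%. With mean RPKM of at least 10, that share is 64.1% and the rises peaking at 60 min at pH 8.0 are 38.8%. Median-ratio scaling moves the largest changes at 60 min from 56.2 to 45.0% (rises) and 44.6 to 52.0% (falls) at pH 8.2 and from 34.1 to 27.3% and 29.4 to 39.8% on glucose, and those at 15 min on glycerol at pH 8.0 from 22.4 to 33.7% (rises) and 49.1 to 39.3% (falls). All 4 glycerol libraries of time zero give 37.1% of falls at 60 min at pH 8.2. With an estimated correlation, 0 of 21 list results pass. Genes whose change differs between pH 8.2 and pH 8.0, 0 at 15, 30 and 60 min, number 40, 372 and 353 with all 4 glycerol libraries of time zero as a shared baseline (which leaves in the difference of the courses before stress, 505 genes higher and 327 lower), 1 at 30 min with a pseudocount of 0.1 or median-ratio scaling, 0, 2 and 1 with only replicates 3 and 4, and 9, 2 and 2 with only 1 and 2. Genes that differ between glucose and glycerol (302, 65 and 297) number 144 at 15 min with all 4 glycerol libraries of time zero and 143 with only replicates 3 and 4, and 521, 147 and 511 with only the libraries of the course.

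With the replicate number as a block, 131, 3 and 30 genes differ between pH 8.2 and pH 8.0 and 574, 146 and 478 between glucose and glycerol, and 27.6% of rises at pH 8.0 peak at 15 min; no other count moves by over 1.5 times under the block. The methods state that each stressed culture was sampled at 15, 30 and 60 min, but not which libraries come from 1 culture. The library codes run in series of 4, with replicates 3 and 4 of 15 min on glycerol at pH 8.0 in the series of replicates 1 and 2 of the other times, and replicates 1 and 2 of 15 min outside them. With these series as blocks, 2, 2 and 23 genes differ between pH 8.2 and pH 8.0 and 292, 145 and 487 between glucose and glycerol. Other counts and shares shift slightly under these blocks, none by over 1.5 times. Deviations from the group means correlate between libraries of the same series on glycerol at pH 8.0 at 0.33 and 0.09 between time zero and 30 or 60 min, 0.67 between 30 and 60 min, 0.11 to 0.18 between 15 min and these, and -0.02 and 0.03 between 15 min and time zero. They correlate at 0.07 to 0.72 at pH 8.2 and at 0.11 to 0.36 on glucose, while replicates 1 and 2 of 15 min at pH 8.0 and the same numbers of other times give -0.06 to 0.08. At 15 min on glycerol at pH 8.0, replicates 1 and 2 deviate together (r = 0.57), as do 3 and 4 (r = 0.23), and across the pairs r is -0.60 to -0.78.

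Leaving out each library in turn gives these lowest and highest values. Genes down on glucose at time zero: 8 (without replicate 2 of glucose at time zero) to 18 (without replicate 1). Rises with the largest change at 60 min at pH 8.2: 48.9% (without replicate 2 of 60 min) to 63.6% (without replicate 1). Falls there: 38.0% (without replicate 1 of 15 min) to 48.8% (without replicate 2). Rises with the largest change at 15 min on glycerol at pH 8.0: 17.7% (without replicate 1 of 30 min) to 25.2%. Genes that differ between pH 8.2 and pH 8.0: 0 to 42 at 15 min, 0 to 41 at 30 min and 0 to 298 at 60 min, each highest without replicate 1 of pH 8.2 at that time. Genes that differ between glucose and glycerol: 92 to 398 at 15 min, 25 to 77 at 30 min and 88 to 380 at 60 min. Low counts come at 15 min without either library of glycerol at time zero (109 and 135), glucose at time zero (175 and 116) or glucose at 15 min (176 and 92). At 30 min they come without either of glycerol at time zero (25 and 35) or glucose at 30 min (36 and 30), replicate 2 of glycerol at 30 min (32) or replicate 2 of glucose at time zero (27). At 60 min they come without replicate 1 of glycerol at time zero (114), replicate 2 of glycerol at 60 min (138), either of glucose at 60 min (135 and 133) or replicate 2 of glucose at time zero (88).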

Differences from the paper's values

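No test in this part was chosen after the result was seen, except where stated. Among genes induced on glycerol at pH 8.0, the paper's share with the highest expression at 15 min is 35%, and the limma fit gives 22.4% at the study's thresholds. Of the alternatives set before the data were examined, those that leave the 2 values within a factor of 1.5 are a pseudocount of 5 (27.1%), mean RPKM of at least 10 (24.9%), median-ratio scaling (33.7%), all 4 glycerol libraries of time zero (24.2%), the replicate block (27.6%), and leaving out replicate 3 of 15 min (24.3%) or replicate 2 of 30 min (25.2%). Those that do not are a pseudocount of 0.1 (22.3%), no filter (22.4%), only the libraries of the course (22.5%), limma without trend (22.1%) and leaving out any other library (17.7 to 23.0%). With only replicates 1 and 2 of 15 min, chosen after seeing the values, the share is 27.1%. For repressed genes the paper also gives about 35%, and the limma fit gives 49.1%. That is within a factor of 1.5, but 35% lies outside the interval over genes (41.7 to 56.6).

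The paper calls *PHO89* the gene most induced by alkalinization. By the ratio of mean RPKM to time zero it ranks first at pH 8.2 after 15 min (62.2) and on glucose after 30 min (74.3), but on glycerol at pH 8.0 C4R7M8, a gene of low level at time zero, stands above it at each time, with 172 against 84.2 at 30 min. The paper describes the mRNA of both *PHO84* genes as lowered; C4R3N5 is lower at each time in all 3 courses, while C4R7K5 is at 0.18, 0.52 and 0.52 at 15 min on glycerol at pH 8.0, at pH 8.2 and on glucose, and is lower at the adjusted p only later. The paper counts *PFK1* among the repressed phosphofructokinase genes. It is lower at the adjusted p at pH 8.2 (-0.84, -0.8 and -0.89 at 15, 30 and 60 min), but under 2-fold there, and 2-fold lower on glycerol at pH 8.0 at 15 and 60 min (-1.11 and -1.18).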

Other observations

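The tests of depth, sampling time, series of libraries, time zero libraries, scaling and handling below were chosen after the result was seen; the test of a glucose library under a glycerol label was not. The gene lists below hold only genes among the 772 that the authors called changed on these samples. Their counts are therefore no independent evidence and do not cover whole pathways. Chaperone genes went from low to high within an hour. Of 12 described heat shock and chaperone genes, 11 were lower and 0 higher at the adjusted p (limma) at 15 min on glycerol at pH 8.0 (median -1.59), at pH 8.2 (-1.47) and on glucose (-1.32), with *HSP82* at -2.13, *HSP78* at -2.04 and *STI1* at -1.76 on glycerol at pH 8.0. By 60 min, 10 were higher on glycerol at either pH and 9 higher and 1 lower on glucose (medians 0.69, 0.92 and 0.68). Genes of folding and translocation in the endoplasmic reticulum did not fall together at 15 min (2 higher and 4 lower of 8 on glycerol at pH 8.0, median -0.44), and all 8 were higher at 60 min in each course (medians 1.18, 1.4 and 1.11), led at pH 8.2 by the transcription factor gene *HAC1* (3.59), the calnexin gene *CNE1* (2.29) and *SEC61* (1.49). For the chaperones at 15 min the camera test gives an adjusted p of 0.00301, 0.00418 and 0.0126 with the preset correlation, but 0.649 with the estimated one, and at 60 min 0.214, 0.155 and 0.196 with the preset one. Of 15 nitrogen catabolism genes, 10 were lower and 3 higher on glycerol at pH 8.0 after 15 min (median -1.05), with the regulator *GLN3* at -4.48 and the transporter *SOA1* at -1.5 against the urea permease gene *DUR3* at 2.88 and *GAD1* at 1.83.

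Cell wall genes were higher in 8 and lower in 3 of 11 on glycerol at pH 8.0 after 15 min, with *TOH1* at 1.99, the chitin synthase gene *CHS1* at 1.66 and *GAS2* at -1.24. The sodium pump gene *ENA2* rose by 2.42, while *NHA1* (-0.69), *HRK1* (-0.61) and 1 other of the 5 genes for sodium, potassium and proton transport fell. Peroxisomal genes were higher in 8 and lower in 0 of 10 at pH 8.2 after 30 min, with *FOX2* at 2.38. Before stress, 5 of 8 genes of DNA replication and the cell cycle were lower on glucose than on glycerol and 0 higher, with *MCM3* at -1.09 and *MCM5* at -1.06. Against time zero on glucose, 6 of these 8 were higher and 1 lower on glucose after 30 min. Sterol genes were higher on glucose before stress in 4 of 5 (*ERG2* at 1.22), and at 60 min on glycerol at pH 8.0 *ERG1* (-1.52) was lower and *ERG2* (1.37) higher. At pH 8.2 after 60 min, iron-sulfur proteins were lower in 3 of 4 (*RLI1* at -1.2, *ISA1* at -1.13), heme synthesis lower in 3 and higher in 1 of 4 (*HEM13* at -2.01), and mating and meiosis genes higher in 6 and lower in 1 of 9 (*STE3* at 1.34). At the same time amino acid permeases were higher in 5 and lower in 3 of 10 (*VBA2* at 1.08, *LYP1* at -1.19), multidrug and ABC transporters higher in 3 and lower in 4 of 9 (*PDR5* at 1.38, *QDR3* at -1.4), and metal uptake genes higher in 11 and lower in 5 of 18.

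In 3 comparisons of replicate cultures on glycerol, a part of the antioxidant genes lies higher in some libraries: replicates 1 and 2 against 3 and 4 at pH 8.0 after 15 min, and replicate 2 against 1 at pH 8.2 after 15 and after 30 min. Of the 13 genes of Fig. 4A, 6 are at least 2-fold higher in each comparison (medians over all 13 of 0.86, 0.26 and 0.26), and at pH 8.2 *PRX1* and *MXR1* go the other way (ratios to time zero at 30 min of 1.64 against 3.52 and 2.65 against 4.23). Over all genes, there are 18 that are at least 2-fold higher in all 3 and 0 that are lower in all 3, among them *AHP1*, *TSA1*, *CTA1*, *HYR1*, *TRR2*, C4R7E5, *CCP1*, *SRX1*, *OYE3* and *GRE2*, chosen after their values were seen; *TSA1* is at 10579 and 10490 RPKM in replicates 1 and 2 and 2076 and 2224 in 3 and 4. Depth or scaling is excluded, since the median of all genes differs by at most 0.06 on the log2 scale, and so is a glucose library under a glycerol label, since genes that part glucose from glycerol put these libraries at most at 0.18 on a scale from glycerol at 0 to glucose at 1. At pH 8.2 a constant difference at all times between the series of libraries is excluded too. The 18 genes differ between replicates 2 and 1 by a median of -0.08 at time zero and 0.02 at 60 min, against 2.33 and 1.91 at 15 and 30 min. A difference between the series in how strongly these genes respond is not excluded, since it could also leave time zero and 60 min alike. At pH 8.0 the library codes put replicates 3 and 4 in the series of the other times and leave 1 and 2 outside, with 0 libraries of other times, so a difference between sets of libraries cannot be told apart from one between cultures. A different sampling time cannot be told apart from other causes, with slopes of -0.15, -0.26 and -0.3 on the change from 15 to 30 min in the other course, not all small and none large. No condition of the design splits these cultures, so no biological explanation was tested, and the call of *AHP1* and *TSA1* at pH 8.0 after 15 min is lost with only replicates 3 and 4 (0.86, adjusted p = 0.287, and 0.85, adjusted p = 0.209).

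More genes change at 60 min at pH 8.2 than at pH 8.0, 417 against 290, a ratio of 1.44. The time zero libraries do not account for it, since the ratio is 1.48 when both courses share all 4, and neither does scaling, with 1.41 under median ratios. Single libraries move it: it is 1.2 without replicate 2 of pH 8.2 at 60 min and 1.67 without replicate 1. The stronger stress is one explanation that stays open as a hypothesis. A difference between sets of libraries cannot be told apart from it, since library codes begin with a at pH 8.0 and with S at pH 8.2. At 60 min 0 genes pass the direct test of the difference in the main fit, 30 with the replicate block and 353 with the shared time zero libraries, where the difference of the courses before stress (505 genes higher and 327 lower) is left in.

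Changes against time zero may come from handling, the medium change and time as well as from pH. Across the changed genes the slope of pH 8.2 on pH 8.0 is 1.13 at the most, at 60 min, and 1.00 and 1.01 at 15 and 30 min, which decides nothing, since changes already full at pH 8.0 would not grow either. No culture kept at pH 5.5 was sampled at these times, so pH and the other factors cannot be told apart here.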
